# Chemical profiling of DNA G-quadruplex-interacting proteins in live cells

**DOI:** 10.1038/s41557-021-00736-9

**Published:** 2021-06-28

**Authors:** Xiaoyun Zhang, Jochen Spiegel, Sergio Martínez Cuesta, Santosh Adhikari, Shankar Balasubramanian

**Keywords:** Chemical tools, Protein-protein interaction networks, Target identification, Chromatin

## Abstract

DNA–protein interactions regulate critical biological processes. Identifying proteins that bind to specific, functional genomic loci is essential to understand the underlying regulatory mechanisms on a molecular level. Here we describe a co-binding-mediated protein profiling (CMPP) strategy to investigate the interactome of DNA G-quadruplexes (G4s) in native chromatin. CMPP involves cell-permeable, functionalized G4-ligand probes that bind endogenous G4s and subsequently crosslink to co-binding G4-interacting proteins in situ. We first showed the robustness of CMPP by proximity labelling of a G4 binding protein in vitro. Employing this approach in live cells, we then identified hundreds of putative G4-interacting proteins from various functional classes. Next, we confirmed a high G4-binding affinity and selectivity for several newly discovered G4 interactors in vitro, and we validated direct G4 interactions for a functionally important candidate in cellular chromatin using an independent approach. Our studies provide a chemical strategy to map protein interactions of specific nucleic acid features in living cells.

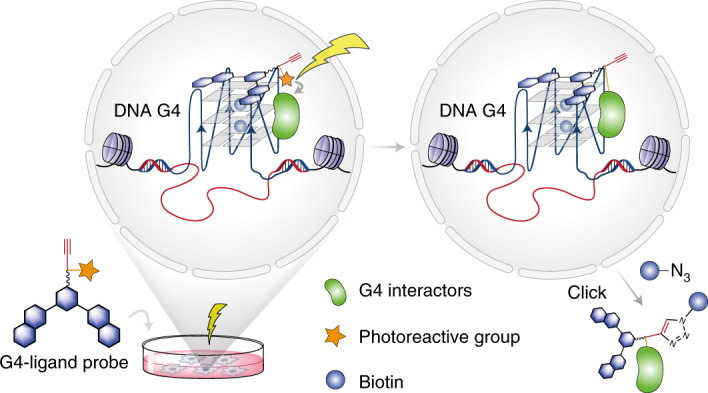

## Abstract (web summary)

DNA–protein interactions are essential to genome function, but they are challenging to map in a cellular environment. Now, a chemical proteomics approach, which uses DNA G-quadruplex-specific ligands containing a photocrosslinking motif, has enabled the systematic identification of DNA G-quadruplex-binding proteins in live cells.

## Main

Intricate networks of direct and coordinated interactions between proteins and nucleic acids are of vital importance in the regulation of numerous cellular processes, such as gene expression, DNA replication or DNA repair^1^. Robust methods that can interrogate these interaction networks in a native chromatin context are key to understand the underlying molecular mechanisms^2,3^. Chromatin immunoprecipitation (ChIP) has been coupled with mass spectrometry (MS)-based proteomics analysis to characterize the composition of particular chromatin-associated protein complexes^4–6^. However, these approaches require high-affinity and high-selectivity antibodies that typically explore one protein of interest at a time. Alternatively, enzyme-catalysed proximity labelling approaches, such as BioID or APEX, target promiscuous labelling enzymes to specific proteins of a subcellular compartment by genetic fusion, by which they promote the covalent tagging of endogenous neighbouring proteins^3,7^. Despite several successful examples, applicability and spatial resolution can be hindered by relatively slow labelling kinetics, toxicity and the size of the engineered fusion proteins^8^.

In contrast, photoactivation of small-molecule crosslinkers allows for a precise control of the reaction and shorter labelling times to provide relatively low background binding and good spatial and temporal resolution^9^. In affinity-based protein profiling, small molecules are linked to photocrosslinkers that mediate the irreversible binding to cellular protein targets in situ, followed by characterization via quantitative proteomics^10,11^. However, such approaches have so far been used to map direct protein interactors of drugs or small-molecule fragments^12,13^ rather than interaction networks. Thus, novel strategies that circumvent these limitations and provide a more holistic view of protein interactions at particular functional genomic sites are highly required.

DNA G-quadruplexes (G4s) are non-canonical, four-stranded nucleic acid structures that comprise stacked G-tetrads within certain G-rich sequences (Fig. 1a)^14,15^. DNA G4s have been shown to exist in human cells^16–18^, and their formation is dynamic in live cells^19^. G4 sequencing (G4-seq) identified more than 700,000 sites in human genomic DNA that have the biophysical potential to form G4s (potential G4s)^20^. G4 chromatin immunoprecipitation sequencing (G4 ChIP-seq)^21^ found endogenous DNA G4s enriched in open chromatin regions and promoters of highly expressed cancer genes^22^, and these G4s were recently linked to underlying transcription factor programmes in breast cancer^23^. Notably, the formation of endogenous G4s is cell-type specific with only 1% (~10,000 sites) of the in vitro potential G4s^20^ being detected in chromatin^21^. Taken together, these data suggest that G4 folding in chromatin is dynamic and that G4 homeostasis and functions may be intricately linked to interacting proteins^24^. A variety of proteins, such as helicases^25,26^, transcription factors^27–29^ and epigenetic modulators^30^, have been shown to interact with DNA G4s in vitro. However, DNA G4 binding proteins have mostly been explored by affinity enrichment from lysed samples using synthetic G4 oligonucleotides as baits^31–33^. Such affinity purification experiments do not account for the native chromatin environment, which is intricately linked to G4 biology^22^.

**Fig. 1:**
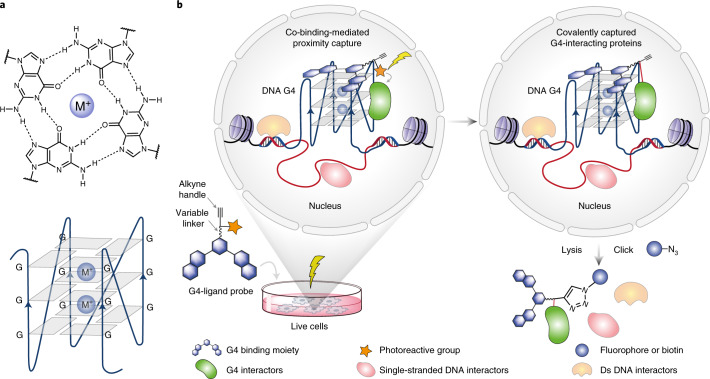
Schematic for CMPP. **a**, A G-tetrad stabilized by Hoogsteen base pairing and a monovalent cation (top), and an intramolecular G4 structure formed by the stacking of G-tetrads (bottom). **b**, Schematic representation of the CMPP concept. Cells are treated with G4-ligand probes that are functionalized with a photoreactive diazirine group and a click alkyne handle. The probes are recruited to endogenous G4 binding sites, where ultraviolet irradiation triggers the proximity capture of co-binding G4-interacting proteins.

Here, we report a co-binding-mediated protein profiling (CMPP) approach for the investigation of DNA G4-interacting proteins in living cells. In this strategy, functionalized small-molecule ligands are designed to bind G4 structures in cellular chromatin, which serve as docking sites to bring the probes into close proximity to the G4-interacting proteins and enable labelling by subsequent photocrosslinking (Fig. 1b). We first showed that this concept can be efficiently applied with minimal perturbation of G4-protein interactions by photoproximity crosslinking of a G4-binding antibody in vitro. We then employed this approach in human cells to identify hundreds of putative G4-interacting proteins that comprised diverse functional classes. Next, we characterized the G4 binding properties for a representative set of proteins in vitro and found strong and selective G4 binding interactions for several of the novel candidates. Lastly, we further investigated one of the candidates, the chromatin remodeller SMARCA4, and revealed its recruitment to endogenous promoter G4s in chromatin.

## Results

### Design of co-binding-mediated protein profiling

A small molecule that binds a variety of G4 DNA target structures in cells could be functionalized to allow mapping of G4-interacting proteins in their native environment with minimal perturbation (Fig. 1b). We based our probe design on pyridostatin (PDS), a highly G4-selective small-molecule ligand that has been widely used to target DNA and RNA G4s in cells^34^. We previously showed that a PDS derivative and a protein can simultaneously bind a G4 in vitro^35^, which makes a promising molecular scaffold to detect co-binding proteins.

We prepared two G4-ligand probes, photoPDS-1 (1) and photoPDS-2 (2) (Fig. 2a), by tethering PDS to a click alkyne handle and a photoreactive aliphatic diazirine group, which is small and has excellent chemical stability, photolabelling efficiency and low background binding^36,37^. Probe 1 has a short, two-carbon linker and probe 2 has a two-unit polyethylene glycol longer linker (12 atoms) to enable probing proteins at different distances from the G4 binding site. In addition, we prepared a photoactivatable control 3 (Fig. 2a) that lacks a G4 binding moiety.

**Fig. 2:**
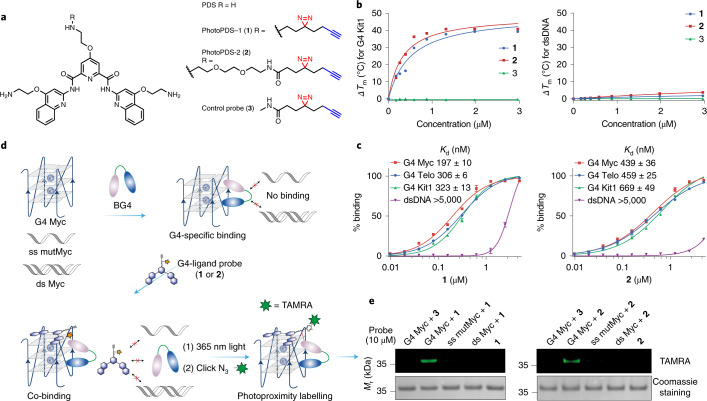
Co-binding-mediated proximity capture of a G4 binding protein in vitro. **a**, Chemical structures of G4-ligand probes photoPDS-1 (1), photoPDS-2 (2) and the control probe 3. **b**, Thermal melting shifts of G4 Kit1 (left) and dsDNA (right) induced by increasing concentrations of 1, 2 and 3. The increase in melting temperature (Δ*T*_m_) was measured by a fluorescence resonance energy transfer melting assay. The mean is from two independent experiments (*n* = 2). **c**, Fluorescence quenching induced by increasing the concentrations of probes 1, 2 and 3 bound to different G4 structures (G4 Myc, G4 Kit1 and G4 Telo) and dsDNA. The apparent *K*_d_ values are shown. Mean and error (± standard deviation (s.d.)) are from four independent experiments (*n* = 4). **d**, Schematic representation of the co-binding-mediated proximity capture of BG4 in vitro. **e**, Gel scans (probe, 10 μM) showing fluorescence images of co-binding-mediated proximity labelling of BG4 (molecular mass ~31 kDa) by 1, 2 and 3. Representative images from three independent experiments with similar results are shown. Source data

First, we assessed the binding affinity and selectivity of the probes towards G4 structures using an established fluorescence resonance energy transfer melting assay^38^. Compared with the parent compound PDS, both 1 and 2 retained the capacity to bind and stabilize a panel of G4 oligonucleotides (G4 Kit1, G4 Myc and G4 Telo) (Supplementary Table 1) and showed negligible stabilization of double-stranded DNA (dsDNA) (Fig. 2b and Extended Data Fig. 1a). Furthermore, fluorescence quench binding assays^39^ confirmed that 1 and 2 exhibit strong and selective binding to different G4 structures (Supplementary Table 2), such as G4 Myc with an apparent dissociation constants (*K*_d_) of 197 ± 10 nM and 439 ± 36 nM, respectively (Fig. 2c), comparable to that of PDS binding (*K*_d_ = 168 ± 8 nM; Extended Data Fig. 1b). In contrast, 3 showed no apparent G4 binding (Fig. 2b and Extended Data Fig. 1a,b).

### Photoproximity labelling of a G4 binding protein in vitro

As a proof of concept, we tested the probes using the G4-specific antibody BG4^17^ in vitro (Fig. 2d). BG4 was incubated with a folded G4 Myc oligonucleotide that forms a well-characterized G4 structure, as well as incubation with non-G4 control oligonucleotides, such as a mutated single-stranded Myc (ss mutMyc) and a double-stranded Myc (ds Myc). The presence or absence of G4 formation was confirmed by circular dichroism spectroscopy (Extended Data Fig. 1c). Probes 1 and 2, as well as control 3, were then incubated with the pre-incubated BG4–oligonucleotides mixtures and photocrosslinked at 365 nm. For each case, the probe was subsequently conjugated with tetramethylrhodamine-azide (TAMRA-azide) via the copper-catalysed azide–alkyne cycloaddition click reaction^40^, and the protein–oligonucleotide–probe mixtures were each separated by denaturing sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE) and then visualized by in-gel fluorescence scanning. We observed dose-dependent labelling of G4-Myc-bound BG4 by both probes 1 and 2 (Fig. 2e and Extended Data Fig. 1d), whereas negligible labelling was observed for control 3 (Fig. 2e). In addition, no labelling was observed in the presence of the control oligonucleotides ss mutMyc and ds Myc or in the absence of an oligonucleotide. This demonstrates for both probes 1 and 2 that crosslinking is made possible by co-binding to a G4 structure. In the case of BG4, labelling by probe 1 with the short linker, also suggests that the probe and BG4 co-bind to G4s in close proximity. The proof-of-concept paved the way for experiments to identify G4 binding proteins in cells.

### Global profiling of DNA G4-interacting proteins in cells

We next employed our approach to identify G4-interacting proteins in human cells. Embryonic kidney HEK293T cells were treated with probes 1 and 2, and control 3 (20 μM), followed by photocrosslinking at 365 nm. The nuclear extract was conjugated with TAMRA-azide via the copper-catalysed azide–alkyne cycloaddition reaction, separated by SDS–PAGE and visualized by in-gel fluorescence scanning (Fig. 3a)^13^. We observed distinct bands over a range of concentrations for both probes 1 and 2 (Fig. 3b and Extended Data Fig. 2a,b), which confirmed specific protein labelling as well as a good cell permeability and nuclear uptake, although probe 1 displayed a slightly higher efficiency. In addition, the probes did not show cell toxicity under the treatment conditions employed (Extended Data Fig. 2c).

**Fig. 3:**
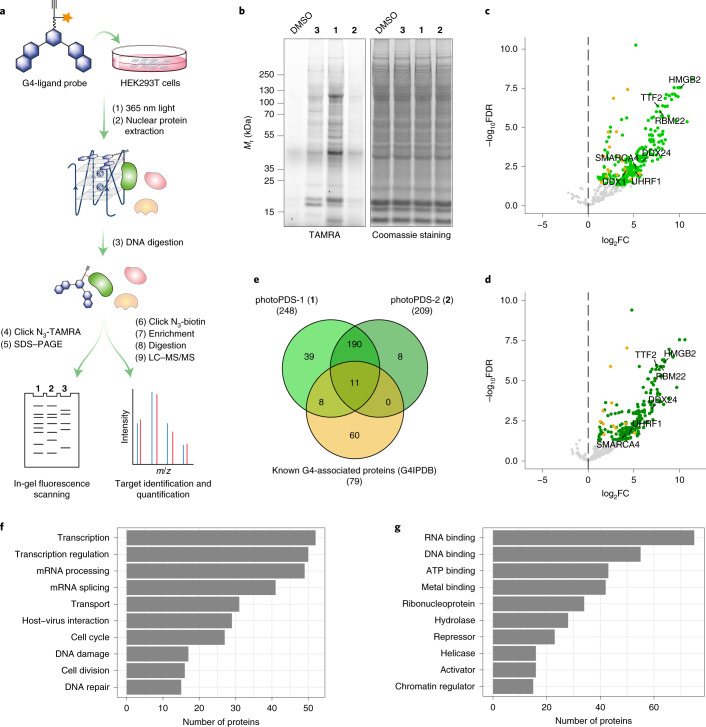
Profiling of G4 interactomes in human cells. **a**, Schematic workflow of the in situ mapping of G4-interacting proteins in HEK293T cells. **b**, Gel-based global profiling of G4-interacting proteins using probes (20 μM) 1 and 2 versus 3. TAMRA and Coomassie staining represent probe-specific labelling and total loading proteins, respectively. A representative image from three independent experiments with similar results is shown. **c**, Volcano plot displaying enriched proteins (highlighted in green and orange, respectively) for probe 1 versus 3 (*n* = 248). **d**, Volcano plot displaying enriched proteins (highlighted in green and orange, respectively) for probe 2 versus 3 (*n* = 209). Proteins were considered enriched with a >2-fold signal over control and a FDR <0.05. **e**, Overlap between enriched proteins in **c** and **d** in comparison with the known G4-associated proteins as available in G4IPDB^41^. Orange dots in **c** and **d** represent the enriched known G4-associated proteins. **f**,**g**, Distribution of the top UniprotKB keywords for biological process (**f**) and molecular function (**g**) of all the enriched proteins (256). DMSO, dimethylsulfoxide. Source data

Next, to identify the target proteins captured by G4-ligand probes, we employed a label-free, quantitative liquid chromatography (LC)–MS proteomics approach^4^. After photocrosslinking and extraction of the nuclear lysate, proteins were conjugated to biotin-azide and affinity purified on streptavidin beads, followed by on-bead digestion and quantitative LC–MS/MS analysis (Fig. 3a). Proteins that were detected in at least two out of four biological replicates and appeared significantly enriched over the non-specific probe 3 (fold change (FC) >2, false discovery rate (FDR) <0.05) were considered as candidate G4-interacting proteins. In total, we obtained 248 and 209 enriched protein targets for 1 and 2, respectively, from diverse functional classes (Fig. 3c,d). Interestingly, probe 2 shares ~96% (201 out of 209) of candidates with 1 (Fig. 3e), which suggests the linker length was not critical, in line with our observations for single protein BG4 labelling in vitro. Some of the candidate G4-interacting proteins overlapped with previously reported G4-interacting proteins^41^ for both probes 1 (19/79, 24%) and 2 (11/79, 14%), which provides independent corroboration for some of the findings, as well as new candidates, with our method.

Analysis of the annotated biological processes (Methods) revealed that the identified candidates are implicated in various different nuclear processes (Fig. 3f). In particular, we observed a large number of proteins involved in transcription, which is consistent with the emerging role of DNA G4s in transcriptional regulation^24^. Among the enriched proteins from diverse functional classes (Fig. 3g), we identified 19 of previously reported G4 interactors, such as hnRNP A1^42^ and nucleolin^32^. Importantly, we identified numerous novel candidate G4 interactors, such as a master epigenetic regulator UHRF1, transcription termination factor TTF2, ATP-dependent RNA helicases (for example, DDX1 and DDX24) and pre-mRNA-splicing factor RBM22, that have been shown to have a direct association with chromatin^43^. Interestingly, we also identified several subunits of the chromatin remodelling complex SWI/SNF (SWItch/sucrose non-fermentable), such as SMARCA4 and SMARCC1, which have only recently been linked to DNA G4s^31,44^.

### Characterization of candidate proteins in vitro

Candidate G4-interacting proteins identified by co-binding-mediated proximity labelling could potentially bind to G4 directly or as part of a protein complex bound to G4 or in close proximity to G4s. To better characterize the binding properties for a selection of candidate proteins, we employed a selection of 3′-biotinylated, well-characterized G4 oligonucleotides that can form different types of G4 structures, which include parallel (Myc, Kit1 and Kit2), antiparallel (TBA) and hybrid (BCL2) G4s (Supplementary Table 3). The corresponding mutated single-stranded mutant sequences that cannot fold into G4s and dsDNA were used as controls (Extended Data Fig. 3). The oligonucleotides were immobilized on streptavidin beads and used to affinity-enrich target proteins from HEK293T nuclear lysates, followed by western blot analysis. We investigated a selection of candidates identified by CMPP (SMARCA4, UHRF1, RBM22, TTF2, DDX24, DDX1 and HMGB2) that represent a variety of different functional protein classes (Fig. 3c,d). Strikingly, six out seven candidates showed G4-specific binding compared with that of the corresponding controls (Fig. 4a and Supplementary Table 4). One protein, HMGB2, displayed single-stranded DNA and dsDNA, but no G4 binding (Extended Data Fig. 4a–c), which indicates that HMGB2 may bind to the dsDNA adjacent to G4s or to the single-stranded opposite strand. Intriguingly, all the other six G4 binding proteins displayed selectivity for different G4 topologies. Although SMARCA4, TTF2 and DDX24 each showed a preference for a particular G4 sequence, RBM22, UHRF1 and DDX1 bound equally strongly to all parallel G4s (Myc, Kit1 and Kit2) and well to hybrid-type G4 (BCL2) (Fig. 4a). Importantly, our findings for DDX1 are in line with its reported G4 binding affinity, which validates the approach^45^. Notably, RBM22 showed a particularly high enrichment of relative intensity for G4s (Myc, Kit1, Kit2 and BCL2) compared with that of the 10% lysate control (Fig. 4a and Supplementary Table 5).

**Fig. 4:**
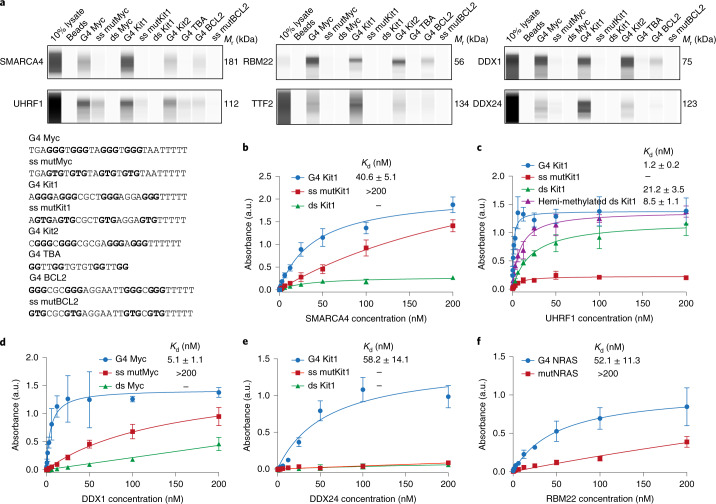
Validation of novel nuclear G4-selective binding proteins. **a**, Affinity enrichment coupled with western blot analysis of selected candidates for different topologies of G4 structures and control oligonucleotides (G-runs are highlighted in bold). A representative blot from two independent experiments with similar results is shown. **b**–**e**, Binding curves (the indicated *K*_d_ values were generated by ELISA) for the human recombinant full-length SMARCA4 protein to G4 Kit1, the single-stranded mutant (ss mutKit1) and double-stranded Kit1 (ds Kt1) (**b**), UHRF1 protein to G4 Kit1, ss mutKit1, Kit1 hemi-methylated dsDNA and ds Kit1 (**c**), DDX1 protein to G4 Myc, ss mutMyc and ds Myc (**d**), DDX24 protein to G4 Kit1, ss mutKit1 and ds Kit1 (**e**) and RBM22 protein to G4 NRAS and its mutant (mutNRAS) (**f**). Mean and error (± s.d.) are from three independent experiments (*n* = 3). a.u., arbitrary units. Source data

In principle, these affinity-enrichment experiments cannot distinguish direct G4 binders from proteins that are co-precipitated. Therefore, we carried out enzyme-linked immunosorbent assays (ELISAs) to assess the binding affinities for a selection of purified recombinant proteins (SMARCA4, UHRF1, DDX1, DDX24 and RBM22) (Supplementary Table 6). All five candidates displayed selective and high-affinity binding to G4s. SMARCA4 bound G4 Kit1 with *K*_d_ = 40.6 ± 5.1 nM (Fig. 4b). UHRF1 showed tight binding to G4 Kit1 with *K*_d_ = 1.2 ± 0.2 nM, which is more than 7-fold lower than that of its known substrate hemi-methylated dsDNA (*K*_d_ = 8.5 ± 1.1 nM) and 20-fold lower than its unmethylated duplex control (*K*_d_ = 21.2 ± 3.5 nM) (Fig. 4c). Similarly, DDX1 and DDX24 showed a low nanomolar affinity to G4 Myc (*K*_d_ = 5.1 ± 1.1 nM) and Kit1 (*K*_d_ = 58.2 ± 14.1 nM), respectively (Fig. 4d,e). RBM22 selectively bound to both DNA and RNA G4s and a preference for RNA NRAS G4 (*K*_d_ = 52.1 ± 11.3 nM) was observed (Fig. 4f and Extended Data Fig. 4d). Consistent with the affinity-enrichment experiments, considerably weaker or negligible binding was observed towards the control oligomers.

The affinity enrichment coupled with western blot analysis and ELISA experiments confirmed that our novel CMPP approach identifies genuine G4-interacting proteins in cells.

### SMARCA4 binds at endogenous G4 in chromatin

Chromatin architecture is tightly linked to the presence of endogenous DNA G4s^22^ and may affect the binding of protein interactors. To further validate G4 binding interactions in a chromatin context, we focused on the candidate interactor SMARCA4, which is a part of the SWI/SNF chromatin remodelling complex that plays a key role in transcriptional regulation^46^. Given that endogenous G4s have recently been mapped to open chromatin regions and promoters of highly expressed genes^22^, SMARCA4 may be linked to G4 function.

We focused on human K562 chronic myelogenous leukaemia cells in which we previously mapped endogenous G4s via G4 ChIP-seq^21,30^. In this cell line, we performed SMARCA4 ChIP-seq and identified 28,265 SMARCA4 high-confidence binding sites from three biological replicates (Extended Data Fig. 5a). 

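K562 is an established human chronic myelogenous leukaemia line, and SMARCA4 is the ATPase subunit of the SWI/SNF remodelling complex. ChIP-seq recovers the DNA fragments crosslinked to a protein with an antibody and sequences them, and an input library holds the same chromatin without the antibody step. Cells were crosslinked with 2 mM disuccinimidyl glutarate for 30 min and then with 1% formaldehyde for 10 min, and the chromatin was sheared to an average fragment size of 150 to 400 bp. The experiment has 3 SMARCA4 ChIP libraries and 3 input libraries. The paper calls the 3 ChIP libraries biological replicates, whereas the description deposited with the data calls them technical replicates and counts 1 input. The deposited peak list carries no read numbers. The paper's reported depths were 46790214, 49046604 and 41693339 usable fragments for ChIP replicates 1, 2 and 3, and 42432209, 31733009 and 80095823 for inputs 1, 2 and 3. The authors aligned the reads to hg19, removed duplicates, called peaks in each replicate with MACS2 (q-value threshold of 0.05) against an input, and kept the regions present in at least 2 of the 3 replicates. The replicates are thereby pooled, so no SD between replicates can be given for any value of the list, and a region carries a start and an end but no height. The list held 28265 high-confidence peaks, none of which touched another. Their median width was 368 bp (95% binomial confidence interval of the median 365 to 372 bp), and 25% of the peaks were at most 237 bp and 25% at least 586 bp wide. The widths ran from 1 bp to 10019 bp, and 4631 peaks (16.4%) were narrower than 200 bp. Without these narrower peaks 23634 peaks were left, with a median width of 426 bp. The peaks were then compared with the hg19 sequence and with the GENCODE annotation of the same build. Positions are counted from 1.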

Strikingly, we observed that the majority of endogenous G4s (7,565 of 8,995, 84%) overlapped with SMARCA4 binding sites (Fig. 5a,b). Moreover, the SMARCA4 ChIP-seq signal was highly enriched and centred on endogenous G4 sites supportive of a direct SMARCA4-G4 binding interaction in chromatin (Fig. 5c). In contrast, no particular signal enrichment was observed at control sites that have the biophysical potential to form G4 single-stranded human DNA (potential G4s)^20,47^, but do not actually form folded G4 structures in chromatin for this cell line (Fig. 5c). Thus, the data show SMARCA4 binds to folded G4 secondary structures in chromatin, but not to the underlying G-rich dsDNA primary sequence in chromatin.

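The SMARCA4 peaks covered 13073868 bp, which is 0.457% of the 2858658094 bp of hg19 outside assembly gaps. The endogenous G4 sites were mapped in an earlier study and were not analysed here. The overlap that chance alone gives was obtained by placing 8995 sites of 200 bp at random outside gaps, 1000 times, and counting those that shared at least 1 bp with a SMARCA4 peak. On average 57.9 ± 7.21 sites (SD over the 1000 placements) overlapped a peak, or 0.644% of the sites, and no placement gave more than 84. The paper's 7565 overlapping sites are 131-fold above this average (one-sided permutation test by random placement, p = 0.001, the smallest value that 1000 placements can give). Chance overlap rose most when the sites were placed only within 1 kb of a transcription start site (TSS). It then averaged 406 ± 20.5 sites, or 4.51%, with a maximum of 468, and the paper's count was 18.6-fold above it (p = 0.001, same test). With sites of 400 bp in place of 200 bp the average was 73.8 sites. No placement was matched on GC content or on open chromatin, where the paper says endogenous G4s are enriched. The excess therefore holds against these placements only. It does not separate binding to G4s from a shared location in open chromatin.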

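The signal tracks behind Fig. 5c were not analysed here. From the peak list, potential G4s were represented by a sequence motif of 4 runs of at least 3 guanines separated by loops of 1 to 7 bases, on either strand, and the distance from each SMARCA4 peak centre to the motif centres within 400 bp was measured. Within this window 19195 motif centres lay around the peak centres. Their median distance from the peak centre was 192 bp, against 199.9 ± 3.56 bp (mean and SD of 1000 placements) for peaks placed at random within their chromosome (one-sided permutation test by random placement, p = 0.014). The difference from the random median was small beside the 400-bp window, and since randomly placed peaks have fewer motifs around them than the SMARCA4 peaks, the spread of their medians does not measure the error of the observed one. With peaks at most 500 bp apart merged into 1, the median distance was 184 bp (p = 0.001, permutation test, the smallest possible). The motifs include any that are folded in these cells, which the peak list cannot tell apart. The density of motif centres was 36.8 per 1000 peaks in the 40 bp next to the peak centre and lower at the edges of the window, with 29.4 per 1000 peaks from -400 to -360 bp and 31.6 from 360 to 400 bp. It was 32.9 per 1000 peaks from -280 to -240 bp and 35.1 from 240 to 280 bp, and 30.6 from -360 to -320 bp and 29.9 from 320 to 360 bp. Random placement gave 6.34 per 1000 peaks next to the centre.

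**Figure D1:**
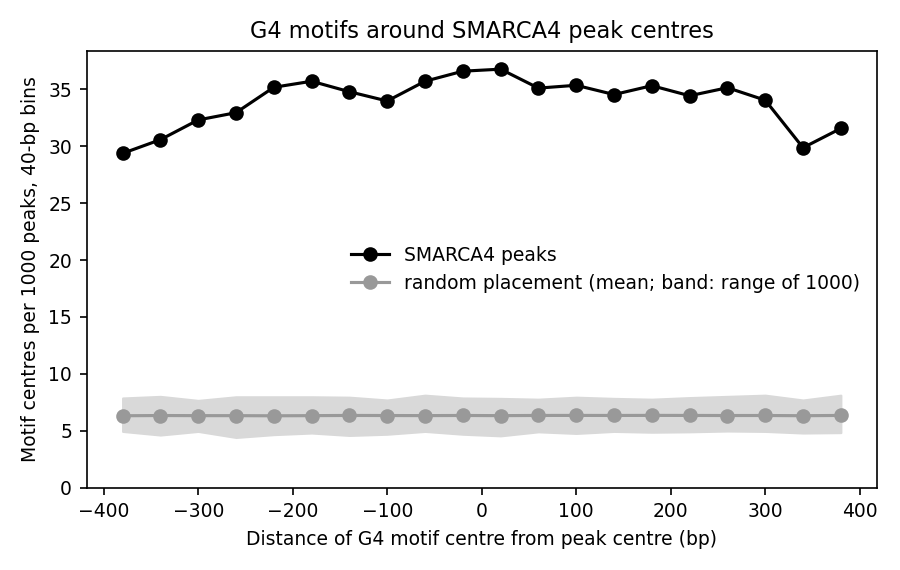
Number of G4 motif centres per 1000 peaks (y axis) in 40-bp bins of the distance from the peak centre in bp (x axis), for the 28265 SMARCA4 peaks (black) and for random placement (grey line, mean; band, range of 1000 placements). The black line lies above the band in every bin and reaches 36.8 per 1000 peaks next to the centre.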

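On hg19 the G4 motif occurred 381293 times, 191176 times on the plus strand and 190117 times on the minus strand. Of these sequence-defined sites, 11525 lay wholly inside a SMARCA4 peak, which is 3.02% (95% Wilson confidence interval 2.97 to 3.08%), and 369768 lay outside. The share differed by location. Among the 54793 motifs within 1 kb upstream of a TSS, 8035 were inside a peak (14.7%, interval 14.4 to 15.0%), compared with 3490 of the 326500 other motifs (1.07%, interval 1.03 to 1.10%). The odds ratio was 15.9 (95% confidence interval 15.3 to 16.6), and Fisher's exact test gave a log10 p of -4139. With 1 kb on either side of the TSS the odds ratio was 21.8. These odds ratios reflect in part where peaks lie. By their midpoint, 39.0% of all peaks were upstream of a TSS, against 4.98% at random. The 11525 motifs also lay in only 6556 peaks, whereas the interval and the p take them as independent. Seen from the peaks, 6556 of 28265 (23.2%, interval 22.7 to 23.7%) held a motif. Peaks shuffled within their chromosome held one in 5.33% of cases on average (p = 0.001 from the one-sided permutation test by random placement, the smallest possible). Positions matched to the peaks on GC content, in classes of 2 percentage points over 400 bp, held one in 23.0% of cases, from which the share of the peaks did not differ (p = 0.215, permutation test with these positions). The matched positions could themselves fall in SMARCA4 peaks, which brings the shares closer together by an amount that was not measured. Peaks that overlapped the 1 kb upstream of a TSS held a motif in 39.8% of cases (5039 of 12663) and other peaks in 9.72% (1517 of 15602), with an odds ratio of 6.14 (interval 5.76 to 6.54). A motif marks a sequence that can fold and carries no information on whether it is folded in K562 chromatin. The paper reasons from the signal at endogenous G4 sites, and from its absence at potential G4s that are not folded in these cells, and concludes that SMARCA4 binds the folded structure and not the G-rich duplex sequence.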

**Fig. 5:**
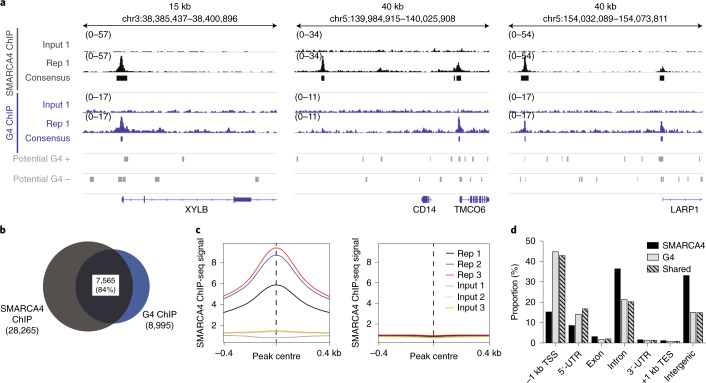
SMARCA4 is enriched at endogenous G4s. **a**, Example genome browser view for *XYLB*, *TMCC6* and *LARP1*. Signal tracks from ChIP-seq and control input as well as consensus peaks are shown for SMARCA4 (black) and G4s (blue). Sequences that have the biophysical potential to form G4s are shown for plus and minus strands (potential G4s, grey). **b**, Overlap of SMARCA4 and endogenous G4 high-confidence peaks. **c**, Occupancy profiles of SMARCA4 endogenous G4 sites (left) and potential G4s (right). **d**, Proportion of SMARCA4 and G4 ChIP-seq peaks across different genomic features. TSS, transcription start site; UTR, untranslated region; TES, transcription end site; Rep, replicate. Source data

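The windows shown in Fig. 5a held 6 SMARCA4 peaks on hg19. At XYLB on chromosome 3, the single peak of the window spanned 38387874 to 38388711 (838 bp, 71.1% GC). It covered the TSS and exon 1 of XYLB and held 2 G4 motifs, both on the minus strand. The first, GGGGCCACAGGGAAATGGGCCCTGGGG, lies at 38387877 to 38387903, and the second, GGGCAGGGGCGCGGGGGCCCCGGG, at 38388542 to 38388565, 261 bp from the peak centre. The window at TMCO6 on chromosome 5 held 3 peaks. The widest of them, from 140018417 to 140019373 (957 bp, 59.6% GC), covered the TSS and exons 1 and 2 of TMCO6, which the legend prints as TMCC6, and held 3 motifs on the minus strand. They are GGGGACGGTGGGCGGGGCGAGGG at 140018920 to 140018942, GGGTGCTGGGTGAGGGCGGGG at 140018964 to 140018984 and GGGCGGGAACAGGCGGGGAGGG at 140019000 to 140019021. A peak of 257 bp from 140017917 to 140018173 and an intergenic peak of 635 bp from 139990603 to 139991237 held no motif, with a GC content of 36.6% and 45.0%. At LARP1, also on chromosome 5, a peak of 965 bp from 154061874 to 154062838 covered an annotated TSS of LARP1 at 154062546 and held 1 motif on each strand. These are GGGGCCCGGGCCGCGGTGGGGGACGGG at 154062688 to 154062714 on the plus strand and GGGGCCGGGGAGGGTGCCCGGG at 154062114 to 154062135 on the minus strand. The other peak of this window, an intergenic one of 1548 bp from 154032874 to 154034421, held none. Sequences are written on the strand of the guanine runs. Across the windows, motifs also occurred outside peaks. At XYLB 2 of 4 motifs lay inside a peak, at TMCO6 3 of 7 and at LARP1 2 of 4.

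**Figure D2:**
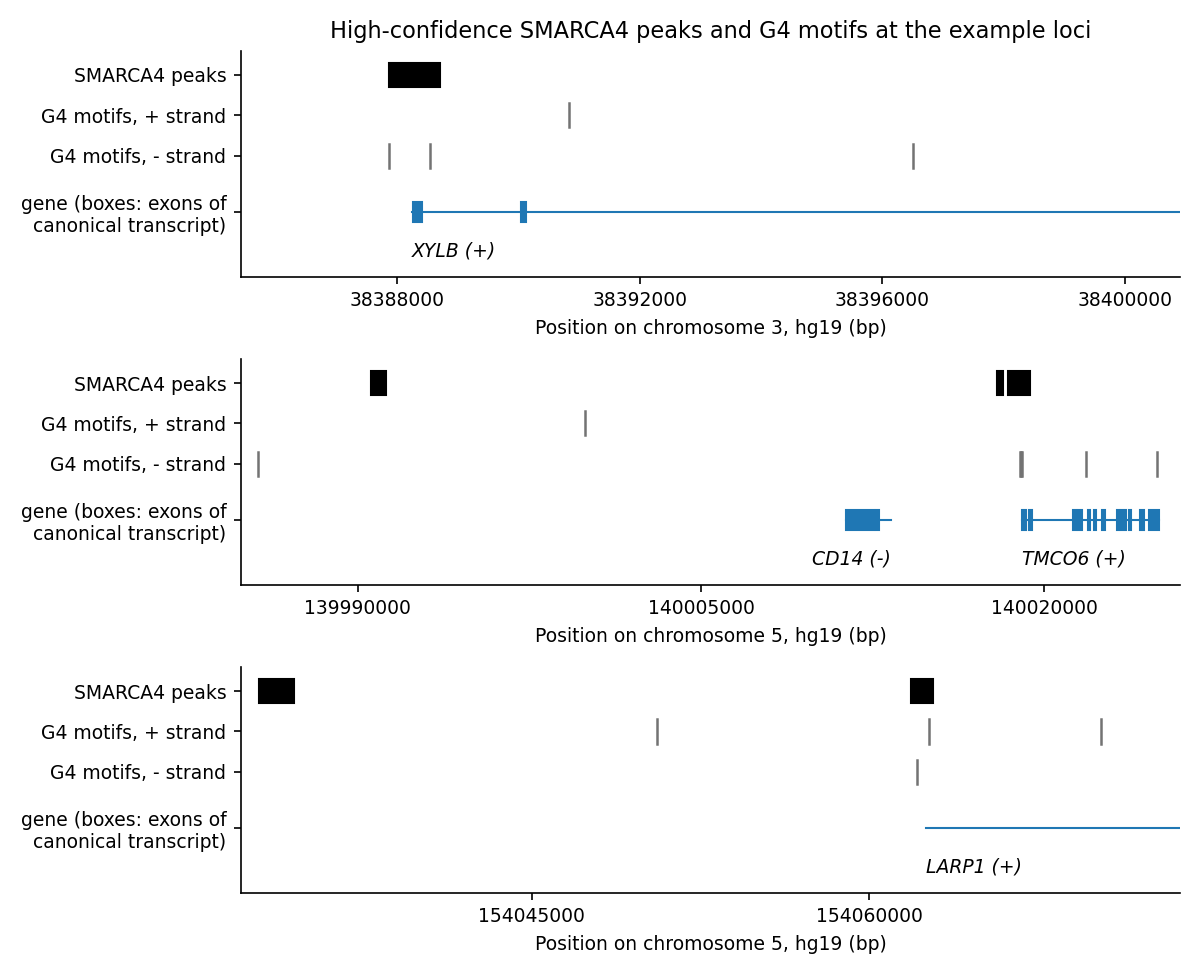
Maps of the windows of Fig. 5a with the position on the chromosome in bp of hg19 (x axis). Black boxes are high-confidence SMARCA4 peaks, grey ticks are G4 motifs on each strand, and blue lines are the genes named in Fig. 5a, with the exons of their canonical transcript as boxes; the peaks at the TSSs of XYLB, TMCO6 and LARP1 hold 2, 3 and 2 motifs.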

Investigating SMARCA4 binding sites at different functional genomic regions, we observed the largest proportion of SMARCA4-G4 co-localization at promoters (42% of peaks), which suggests that these interactions may play a particular role in SMARCA4 promoter activity (Fig. 5d)^48^. In addition, although most SMARCA4 binding sites contained A/T-rich motifs (Extended Data Fig. 5b), a dominant G-rich motif was found in binding sites marked by endogenous G4s, which supports a direct binding to G4 structures and indicates an important alternative mode of recruitment to chromatin.

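The overlap with endogenous G4s was not analysed here, so the shares given here are of all SMARCA4 peaks. The promoter share that the paper states just above is for SMARCA4-G4 co-localization and is not comparable. For SMARCA4 peaks the paper's source data give 15.4% within 1 kb upstream of a TSS, and introns are the largest class with 36.5%. The upstream share found here was higher. Each peak was assigned to the first of the features of Fig. 5d that it overlapped by at least 1 bp, over 254376 annotated transcripts, and was compared with peaks of the same width shuffled within their chromosome 1000 times. With all these transcripts, the class within 1 kb upstream of a TSS was the largest, with 12663 peaks or 44.8% (95% Wilson confidence interval 44.2 to 45.4%), against 6.82% for random placement, a 6.57-fold excess (adjusted p = 0.0014, one-sided permutation test by random placement with Benjamini-Hochberg adjustment over the 7 features). Introns held 31.0% of the peaks against 51.3% at random and intergenic regions 16.1% against 33.2%, both past the threshold with the same adjusted value. Exons held 5.36%, somewhat less than the 6.38% at random, and 5'-UTRs 1.02% against 0.480% (adjusted p = 0.0014 for both in the permutation test). In 3'-UTRs lay 0.559% of the peaks against 0.700% at random (adjusted p = 0.00233, permutation test). The share within 1 kb downstream of a transcription end site, 1.15%, did not differ from the 1.10% at random (adjusted p = 0.220, permutation test). The rule of assignment moved these shares. When only the TSSs of protein-coding transcripts counted, the upstream class fell to 36.1% and the exon class rose to 10.5%, above its random share of 8.34%. With one canonical protein-coding transcript per gene, a setting chosen after seeing the values, the upstream class held 30.2% and intergenic regions were the largest class. The exon class also lay above its random share when the midpoint assigned the peak (5.26%) or when at least 50% of the peak had to lie in the feature (4.55%). With 1 kb on either side of a TSS, the 5'-UTR class fell to 0.198%, below its random share of 0.281%. Under the same 3 rules of midpoint, 50% and either side, the share downstream of a transcription end site exceeded random placement, with 1.27%, 1.32% and 1.02%.

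**Figure D3:**
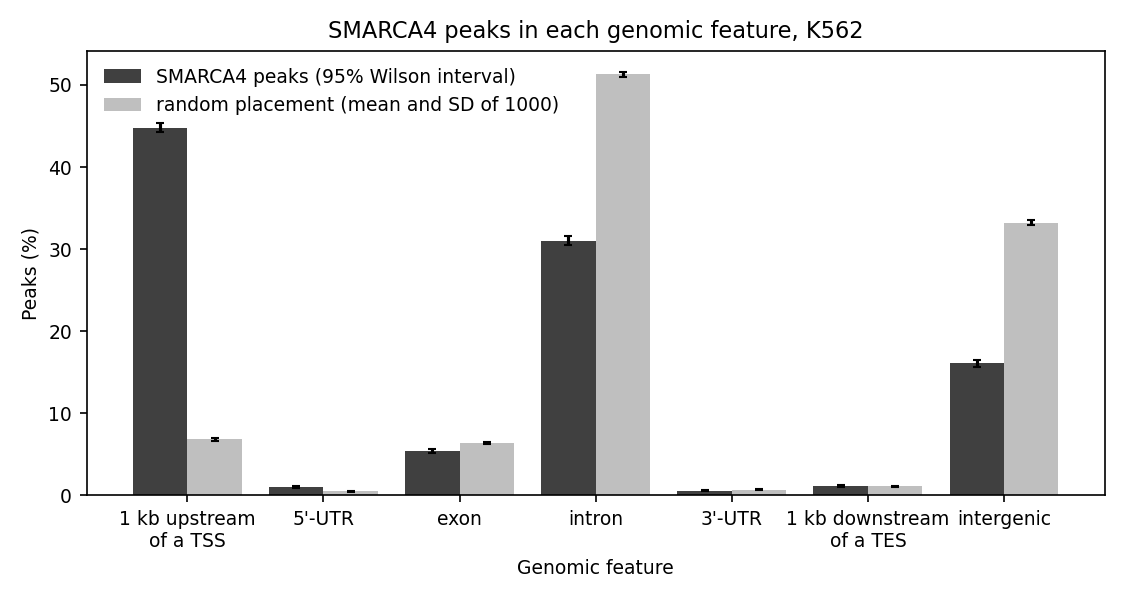
Share of the 28265 SMARCA4 peaks (dark bars, with 95% Wilson intervals) and of randomly placed peaks (light bars, mean and SD of 1000 placements) in each genomic feature (y axis, percent of peaks). The class upstream of a TSS stands at 44.8% against 6.82% at random.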

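The motif analysis of Extended Data Fig. 5b was not repeated. Instead, a fixed list of 10 short motifs was counted on both strands in the central 200 bp of every peak, and peaks with a G4 motif were compared with peaks without one by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the list alone. The peaks with a G4 motif numbered 6556 and had a median GC content of 70.5%, and the 21709 peaks without one had a median of 50%. The GATA motif WGATAR (W is A or T, R is A or G) was found in 40.2% of all peaks, in 48.2% of those without a G4 motif and in 13.8% of those with one. The odds ratio was 0.172 (95% confidence interval 0.160 to 0.185), with a log10 p of -602. The AP-1 motif TGASTCA was likewise less frequent in peaks with a G4 motif (5.74% against 14.3%, odds ratio 0.365, adjusted p = 2.15e-87 by Fisher's exact test), as was the run of A bases AAAAAAAA (2.17% against 7.85%, odds ratio 0.260, adjusted p = 2.36e-73). The G-rich SP/KLF motif GGGCGG went the other way, with 65.4% of the peaks with a G4 motif and 19.4% of the others, an odds ratio of 7.84 (interval 7.38 to 8.33) and a log10 p of -1032. Runs of 5 guanines were in 70.8% and 34.6%. Both sequences can lie inside a G4 motif, as GGGCGG does in the 3 motifs of the TMCO6 peak, so these differences, also those within GC classes, follow in part from the definition of the G4 motif. Of the 10 motifs 9 differed between the classes, the exception being the ETS motif CCGGAAGT (odds ratio 1.20, adjusted p = 0.0614 by Fisher's exact test), which did differ when counted in the whole peak (odds ratio 1.87). Within classes of equal GC content the odds ratio of the GATA motif was 0.922 (Mantel-Haenszel estimate, interval 0.838 to 1.01), and that of GGGCGG was 1.71 (interval 1.58 to 1.85). The AP-1 motif no longer differed within these classes (odds ratio 1.00, interval 0.883 to 1.14), the run of A bases became more frequent in peaks with a G4 motif (1.32, interval 1.09 to 1.60), and the ETS motif became less frequent in them (0.555, interval 0.452 to 0.682). Likewise the RUNX motif TGTGGTTT (1.14, interval 0.807 to 1.61) and the NRF1 motif GCGCATGCGC (0.775, interval 0.540 to 1.11) no longer differed, while the CTCF motif CCASYAGRKGG (0.414, interval 0.322 to 0.534), the E-box motif CAGCTG (0.848, interval 0.769 to 0.933) and runs of 5 guanines (1.63, interval 1.52 to 1.75) still did. At equal GC content, a G4 motif in the central 200 bp leaves the rest of that sequence with more A and T. The odds ratios within GC classes therefore do not separate GC content from the G4 motif. The presence of an endogenous G4 was not known for these peaks, so the G4 motif stands in for it.

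**Figure D4:**
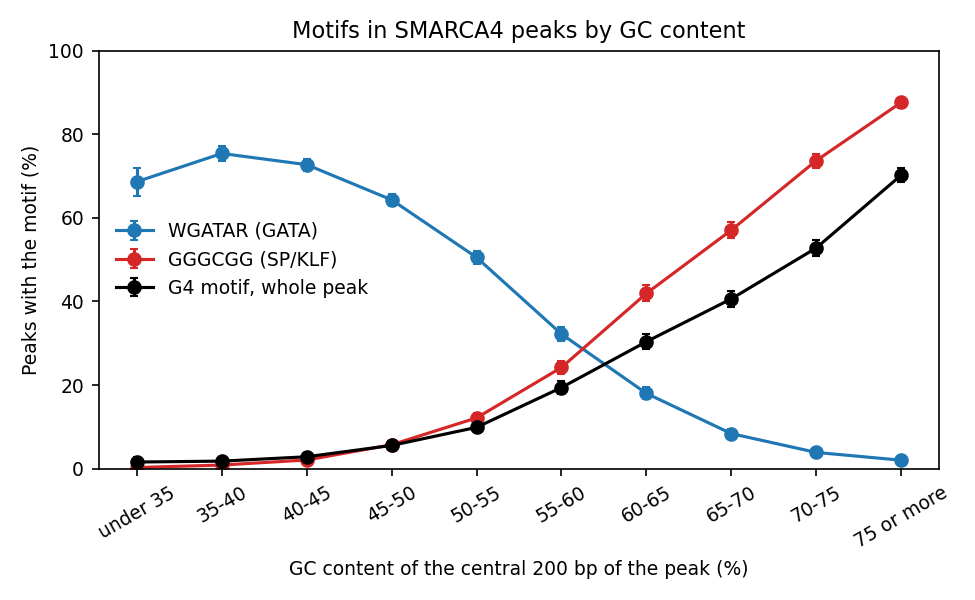
Share of SMARCA4 peaks (y axis, percent, with 95% Wilson intervals) that hold the GATA motif, the SP/KLF motif or a G4 motif, by the GC content of the central 200 bp (x axis, percent). The GATA share falls from 75.4% at 35 to 40% GC to 2.01% at 75% GC or more, while the GGGCGG share rises to 87.6%.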

## Discussion

Here we present a chemical CMPP approach to identify the cellular interactome of DNA G4 structures in native chromatin. The method employs functionalized, structure-specific small-molecule ligands that bind to G4s and mediate proximity labelling of endogenous G4 binding proteins via photoactivatable diazirine groups. Compared with proteomic approaches carried out in vitro, the in situ capture in cells takes into account the local chromatin environment in a functioning cell and should also facilitate the detection of transient G4-protein interactions that are lost during cell lysis or washing steps^7^.

Using the approach, we identified several hundred G4-associated proteins of which some were known G4-binders and many were not previously described. Several new G4 binding proteins were separately validated by in vitro assays and shown to be specific, high-affinity G4 binders. Given their distinct properties and various functions in biological processes, these proteins may play different key roles in regulation of the endogenous G4 landscape and G4 biology. The protein SMARCA4, which is part of a chromatin remodelling complex, was followed up further using genomic ChIP-seq methodology to demonstrate that SMARCA4 does, indeed, bind substantially to genomic sites in which G4 structures have been detected. This outcome confirms that our CMPP methodology does identify proteins that bind to G4 structures in cellular chromatin, particularly at gene promoters, and also implicates that SMARCA4-G4 interactions may be important for transcriptional control. Further experiments that involve protein knockdown or overexpression coupled with G4 ChIP-seq may ultimately help elucidate the associated mechanisms in more detail.

Although the CMPP probes were employed for relatively short treatment times, we cannot rule out the possibility that the ligands partially influence the endogenous G4 landscape and interactome. In this study and in other work^35^, PDS and G4-interacting proteins have been shown to co-bind to the same G4 structure; however, the situation can be more complex at high PDS concentrations, in which it has been shown to inhibit the binding of certain proteins to G4s^34,49^. In addition, G4 ligands may induce the stabilization of weaker, more transient G4s or alter the folded topology of G4s in ways that may influence protein binding. For these reasons it is essential to validate candidate G4 interactors with orthogonal approaches in vitro and in untreated cells, as we show in this study. We were mindful of observations that prolonged treatment with G4 ligands can induce DNA damage and recruit associated proteins^16^. Therefore, we limited ligand treatment times and concentrations to avoid potential artefacts and did not observe a particular enrichment of DNA damage-related proteins in our experiments.

In principle, the approach we describe here should be applicable to a wide range of cell types and cell states, which in turn may help reveal specific differences in G4 interactomes and biology. During the revision of this article, we became aware of an independent study that involved a pyrrolidine derivative of PDS^50^ and reported the identification of G4-related proteins in human SV589 and MM231 cells^51^. Although we noted some overlap between the studies (61 shared protein candidates), which somewhat validates the independent approaches, most of the G4-associated proteins identified by our CMPP approach were not found in the independent study. The different outcomes may have arisen due to variations in protein expression levels, chromatin states and G4 biology between the different cell lines. There were also some important technical differences between the two studies, which may have contributed to differences in the outcomes. In our study, we fractionated the nuclear proteins to focus on chromatin-associated proteins involved in G4 biology, and also to minimize the masking of physiologically relevant DNA G4 interactors by high-abundance, cytosolic RNA-binding proteins (for example, ribosomal proteins and elongation factors)^52^. In addition, we employed the diazirine crosslinker control 3, which lacks a G4 binding moiety to account for and factor out background binding (Methods), as considerable off-target binding to diazirine photocrosslinkers has been reported previously^37,53^.

Overall, our chemical method shows that it can provide an unbiased strategy for the global mapping of interacting proteins of nucleic acid structural features in live cells. Although this study focused on DNA G4 interactors, we also identified several candidates that are annotated as RNA-binding proteins. PDS can bind both DNA and RNA G4s with comparable affinity^43^ and, therefore, some of the identified proteins might, in principle, bind to nuclear RNA G4s. We envisage that future studies with RNA G4-specific probes^49^ might employ a similar approach to explore endogenous RNA G4-protein interactions. We also envision that the general principle will enable further studies to map endogenous interactomes of other nucleic acid structural features.

## Methods

Detailed synthetic procedures and full characterization of photoPDS-1 (1) and photoPDS-2 (2), biophysical assays and more detailed methods as well as general information are described in the Supplementary Information.

### Cell culture

Human embryonic kidney HEK293T cells (ATCC, CRL-3216) were grown in high-glucose DMEM (l-glutamine and pyruvate plus, GIBCO) supplemented with 10% (v/v) heat-inactivated fetal bovine serum (FBS). Human chronic myelogenous leukaemia K562 cells (ATCC, CCL-243) were cultured in RPMI1640 (Glutamine plus, Life Technologies) supplemented with 10% FBS (Life Technologies). Both cell lines were grown at 37 °C in a 5% CO_2_ atmosphere. Cells used in the experiments were passaged at least twice after being thawed. Cells were tested periodically for mycoplasma contamination.

### Co-binding-mediated proximity labelling of BG4

G4 Myc (7.3 µM) and the single-stranded mutated oligonucleotides were annealed in 10 mM Tris, pH 7.4, 200 mM KCl and ds Myc in 10 mM Tris, pH 7.4, 200 mM NaCl. The G4-specific antibody BG4^17^ (5 µl of 6.6 µM in PBS) was then incubated with 5 µl of annealed oligonucleotides at room temperature by gently shaking for 1 h, followed by adding 5 µl of the indicated probes in 10 mM Tris HCl, pH 7.4, 100 mM KCl and incubated at room temperature for another hour. The solution was directly irradiated under 365 nm light on ice for 10 min, and 1.7 µl of the ‘click’ mixture (2 μl of 50 mM CuSO_4_ in H_2_O, 2 μl of 50 mM TCEP (tris(2-carboxyethyl)phosphine) in H_2_O, 1 μl of 10 mM TAMRA-azide in DMSO and 5 μl of 2 mM TBTA (tris((1-benzyl-1H-1,2,3-triazol-4-yl)methyl)amine) in 1/4 DMSO/*t*-BuOH) was added and the mixture was gently shaken at room temperature for 1 h. Next, 5.6 µl of LDS loading buffer (4×) was added and the solution was heated at 70 °C for 10 min. Each sample (~22 μl) was loaded and separated by SDS-PAGE (NuPAGE 4 to 12% and Bis-Tris, 1.0 mm), visualized on a Bio-Rad ChemiDoc MP system and the obtained images processed using Image Lab (version 6.1.0) software. Three biological replicates were performed.

### Proximity labelling of G4 interactomes in live cells

The protocol was adapted from that described previously^13^. For gel-based experiments, HEK293T cells were grown in 6 cm dishes to a ~90% confluence at the time of treatment. Cells were carefully washed with 5 ml of Dulbecco’s phosphate-buffered saline (DPBS) (GIBCO) and then incubated with the indicated probe-containing fresh FBS-free DMEM media (2.5 ml) at 37 °C for 1 h, followed by direct irradiation under 365 nm light (UVP CL-1000 Ultraviolet Crosslinker, Fisher Scientific) on ice for 10 min. To harvest cells in cold DPBS (3 ml) they were scraped, centrifuged (300*g*, 5 min, 4 °C) and then washed with cold DPBS twice. Cell pellets were either treated directly or kept frozen at –80 °C until use. For MS-based experiments, a similar protocol as that above was used with minor modifications, which included that HEK293T cells were grown in 15 cm dishes to 80–90% confluence and then treated with 15 cm fresh FBS-free media that contained the indicated probes.

### Nuclear protein extraction for gel- and MS-based analysis

The cell pellets for 6 cm and 15 cm dishes were gently resuspended in 250 μl and 2.25 ml, respectively, of Hypotonic Buffer (10 mM HEPES, pH 7.4, 10 mM KCl and 1.5 mM MgCl_2_) with a protease inhibitor cocktail (PIC) (ThermoFisher, catalogue no. 78438) by pipetting several times and swelled on ice for 15 min. NP-40 (10%, 12.5 and 112.5 μl, respectively) was added and the pellets were vortexed at the highest setting for 10 s, centrifuged (900*g*, 10 min, 4 °C) to afford the nuclear pellets, which were then washed once with Hypotonic Buffer (250 μl and 1.5 ml, respectively). The isolated nuclear pellets were lysed in 50 and 250 μl, respectively, of high-salt Hypotonic Buffer (10 mM HEPES, pH 7.4, 400 mM NaCl, 10 mM KCl and 1.5 mM MgCl_2_) that contained PIC, 0.5% NP-40 and 2 mM phenylmethylsulfonyl fluoride, followed by adding 0.25 and 1.25 μl, respectively, of benzonase (Sigma-Aldrich, catalogue no. E1014) and incubating on ice for 30 min with vortexing at 10 min intervals. The lysates were centrifuged (16,000*g*, 10 min, 4 °C) to give the supernatant that contained nuclear proteome, which was transferred to a clean protein LoBind tube, and the protein concentration was determined by a BCA (bicinchoninic acid) protein assay.

### Gel-based analysis of probe-labelled nuclear G4 interactomes

Nuclear proteins (100 μg) were diluted with 50 mM HEPES, pH 7.4, to 80 μl in a clean 1.5 ml microcentrifuge tube. To dissolve the proteins, 10 μl of 4% SDS 50 mM HEPES, pH 7.4, was added, followed by adding 10 μl of a freshly prepared click mixture (2 μl of 50 mM CuSO_4_ in H_2_O, 2 μl of 50 mM TCEP in H_2_O, 1 μl of 10 mM TAMRA-azide in DMSO and 5 μl of 2 mM TBTA in 1/4 DMSO/*t*-BuOH). The mixture was gently shaken at room temperature for 1 h, followed by adding prechilled methanol (400 μl) and keeping it at –20 °C overnight. The precipitated protein pellets were collected by centrifuge (16,000*g*, 10 min, 4 °C) and washed with prechilled methanol (400 μl). After drying the pellets at room temperature for 5 min, 50 μl of a 1× LDS sample buffer that contained 2.5% v/v 2-mercaptoethonal was added and the solution was heated at 95 °C for 10 min. The sample (20 μ) was loaded per gel lane for SDS-PAGE (NuPAGE 4 to 12% and Bis-Tris, 1.0 mm) analysis, visualized by in-gel fluorescence scanning on a Bio-Rad ChemiDoc MP system. Three biological replicates for each experiment were performed.

### Enrichment of probe-labelled nuclear G4 interactomes for MS-based analysis

Nuclear proteins (700 μg) were diluted with 50 mM HEPES to 560 μl in a clean 5 ml microcentrifuge tube, to which 70 μl of 4% SDS 50 mM HEPES, pH 7.4, was added followed by 70 μl of a freshly prepared click mixture (14 μl of 50 mM CuSO_4_ in H_2_O, 14 μl of 50 mM TCEP in H_2_O, 7 μl of 10 mM Biotin-PEG_3_-azide in DMSO and 35 μl of 2 mM TBTA in 1/4 DMSO/*t*-BuOH). The mixture was incubated by rotating at room temperature for 1 h, followed by adding prechilled methanol (2.8 ml) and then left at –20 °C overnight for protein precipitation. The solution was centrifuged (16,000*g*, 10 min, 4 °C) and the obtained protein pellets were washed with prechilled methanol (2.8 ml 2×). After drying at room temperature for 5 min, the nuclear proteins were redissolved in freshly prepared 0.2% SDS urea (625 μl, 6 M in DPBS) by sonication. The protein solution was then transferred to a 2 ml Protein Lobind microcentrifuge tube, followed by adding 62.5 μl of a 1:1 mixture of TCEP (200 mM in DPBS) and potassium carbonate (600 mM in DPBS), and the mixture was incubated at 37 °C for 30 min to reduce the disulfides. Alkylation of the free thiols was performed by adding 87.5 μl of iodoacetamide (400 mM in DPBS) and the mixture was incubated at room temperature for 30 min in the dark. Then, 25 μl of 10% SDS in DPBS was added, followed by adding DPBS (1,075 μl) to dilute the solution to 0.2% SDS, and the solution was incubated with 100 μl of streptavidin magnetic beads (Dynabeads, MyOne, Streptavidin C1, Invitrogen, catalogue no. 65002), prewashed with DPBS (1.5 ml 3×), at room temperature for 1 h with gentle rotation. The magnetic beads were then sequentially washed (changing tubes between each washing buffer and every single Tris and ammonium bicarbonate wash) with 2% SDS in H_2_O at room temperature (2 ml 2×, one for 5 min and the other for 10 min), washing buffer 1 (0.1% sodium deoxycholate, 1% Triton X-100, 500 mM NaCl, 1 mM EDTA and 50 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid, pH 7.5) at 4 °C (2 ml 2×, 5 min each), washing buffer 2 (250 mM LiCl, 0.5% NP-40, 0.5% sodium deoxycholate, 1 mM EDTA and 10 mM Tris, pH 8.0) at 4 °C (2 ml 2×, 5 min each), 50 mM Tris (2 ml 2×) and freshly prepared cold 100 mM NH_4_HCO_3_ in H_2_O (400 μl 2×). Beads were either treated directly or kept frozen at –20 °C until use.

### Label-free quantitative proteomics data analysis

The label-free experiment consisted of 24 samples distributed in 6 groups, which included the treatments with the G4-ligand probes 1 and 2 and the negative control probe 3. Missing values for 3 are imputed by replacing them with the minimum value, whereas those for 1 and 2 are imputed using the nearest neighbour method after removing peptides missing in more than half of samples in each group. The peptide intensities of the filtered peptides were analysed using the Bioconductor library qPLEXanalyzer^54^. To find differentially expressed proteins, a statistical analysis was carried out using the Bioconductor library limma^55^. Visualization of the results was performed with volcano plots and Venn diagrams using the R libraries ggplot2 (https://cran.r-project.org/web/packages/ggplot2/index.html), ggrepel (https://cran.r-project.org/web/packages/ggrepel/index.html) and VennDiagram (https://cran.r-project.org/web/packages/VennDiagram/index.html). UniprotKB keywords of differentially expressed proteins were extracted using the Retrieve/ID mapping online functionality^56^. The list of 79 G4-associated proteins in humans was downloaded from G4IPDB^41^ (accessed 20th November, 2020). The code is available on the github page dedicated to this study, https://github.com/sblab-bioinformatics/cmpp

### G4 affinity enrichment and western analysis

HEK293T cells were grown to ~80% confluence at the time of treatment. Cell pellets were swelled at a density of 10 million cells per 300 µl in a low salt buffer (20 mM HEPES, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.2 mM EDTA and 1 mM dichlorodiphenyltrichloroethane (DTT)) that contained PIC on ice for 15 min. Then, 15 μl of 10% NP-40 was added and pellets were vortexed for 1 min, centrifuged (900 g, 10 min, 4 °C) to afford the nuclear pellets, which were then washed with low salt buffer. The nuclear pellets were lysed at a density of 30 million cells per 250 µl in high salt buffer (20 mM HEPES, pH 7.4, 500 mM NaCl, 3 mM MgCl_2_, 0.2 mM EDTA, 0.5% NP-40 and 1 mM DTT) that contained PIC by sonicating in a Diagenode Bioruptor Plus (ten cycles, 30 s on and 30 s off at each high setting, 4 °C). The lysates were centrifuged (16,000*g*, 10 min, 4 °C) to afford the nuclear proteins, and the concentration was measured using the BCA protein assay.

A slurry (50 µl) of Streptavidin MagneSphere paramagnetic beads (Promega, catalogue no. Z5481) was prewashed with pull-down buffer (25 mM HEPES, 10.5 mM NaCl, 110 mM KCl, 1 mM MgCl_2_, 0.01 mM ZnCl_2_, 20% v/v glycerol, 0.1% Igepal C-630, 1 mM DTT and PIC) that contained 3% bovine serum albumin (BSA) and 0.2 g l^–1^ salmon sperm DNA (Invitrogen, catalogue no. 15632011) three times (2 ml), and then 75 µg of nuclear proteins was added into 500 μl of pull-down buffer that contained 3% BSA and 0.2 g l^–1^ salmon sperm DNA, and precleared by incubating with the prewashed beads at 4 °C for 2 h. Meanwhile, another 50 µl of beads was washed in the same manner as above. Then, 50 µl of 10 µM annealed biotinylated oligonucleotides (Sigma-Aldrich) was added into 500 µl of pull-down buffer and incubated with the prewashed beads by rotation at room temperature for 30 min. The oligonucleotide immobilized beads were then washed with pull-down buffer (2 m 3×) and incubated with the precleared lysates (500 µl) by rotation at 4 °C overnight. The beads were washed with cold pull-down buffer (500 µl 5×) and the biotinylated oligonucleotides on the beads were eluted in 25 µl of LDS sample buffer that contained freshly prepared 50 mM DTT by heating at 70 °C for 10 min. Next, 3 µl of the LDS sample buffer were analysed with capillary electrophoresis in a Wes Simple Western system (ProteinSimple) according to the instructions of the manufacturer, or samples were kept frozen at –20 °C until analysis. The primary antibodies (Supplementary Table 4) and the corresponding secondary antibodies (anti-rabbit) were used to detect the target signal bands, which were analysed by the software Compass for SW (ProteinSimple).

### Enzyme-linked immunosorbent assay

ELISAs for binding affinity and specificity were performed as described previously^17^ with minor modifications. Briefly, biotinylated oligonucleotides were bound to Pierce streptavidin-coated high capacity plates (ThermoFisher) followed by blocking with 3% BSA and incubation with full-length recombinant human GST-tagged UHRF1 (Abnova, catalogue no. H00029128-P01) and DDX24 (Abnova, catalogue no. H00057062-P01), HIS-tagged SMARCA4 (Abcam, catalogue no. ab82237), RBM22 (OriGene, TP760056) and Myc/DDK-tagged DDX1 (OriGene, TP308769) in ELISA buffer (100 mM KCl and 50 mM KH_2_PO_4_, pH 7.4). After three washes with the ELISA buffer, detection was achieved with an anti-GST HRP (horseradish peroxidase)-conjugated antibody (Abcam, catalogue no. ab3416) diluted to 1:5,000, anti-FLAG HRP-conjugated antibody (Abcam, ab1238,) diluted to 1:15,000 or anti-HIS HRP-conjugated antibody (BioLegend, catalogue no. 652503) diluted to 1:3,000 in an ELISA buffer that contained 3% BSA and 3,3′,5,5′-tetramethylbenzidine ELISA substrate (slow kinetic rate) (Abcam, ab171525). Signal intensity was measured at 450 nm on a SPECTROstar nano microplate reader (BMG Labtech). *K*_d_ values were calculated from binding curves assuming a one-site binding model in GraphPad Prism, and standard error of means from three replicates are reported.

### SMARCA4 ChIP-seq

SMARCA4 ChIP-seq was performed essentially as described previously^57^. Briefly, cells were first crosslinked in 2 mM disuccinimidyl glutarate (ThermoFisher) in PBS for 30 min and then in 1% formaldehyde in the medium for 10 min at room temperature. The cells were quenched with 0.125 M glycine for 5 min and washed twice in ice-cold PBS. Chromatin was isolated and prepared using a ChIP-qPCR Kit (Chromatrap) and sonicated using a Bioruptor Plus (Diagenode) to an average DNA size of 150–400 base pairs. Magnetic protein G Dynabeads (ThermoFisher) were washed with PBS that contained 1% w/v BSA (Sigma-Aldrich), incubated with 5 µg of ChIP-grade antibody against SMARCA4 (Abcam, ab110641) for 1 h at room temperature and washed five times with PBS that contained 1% w/v BSA. Solubilized chromatin from 5 × 10^6^ cells was immunoprecipitated with antibody conjugated beads in RIPA buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1% Igepal CA-630 and 0.5% sodium deoxycholate) for 12 h at 4 °C. Magnetic beads were washed 5× with RIPA buffer and chromatin was eluted. After crosslinking reversal, RNAase A (Ambion) and proteinase K (ThermoFisher) treatment, ChIP DNA was extracted using a Min-Elute purification kit (Qiagen). Sequencing libraries of ChIP DNA and input controls were generated using the NEBNext Ultra DNA Library Prep Kit for Illumina (NE Biolabs) following the manufacturer’s protocol.

### SMARCA4 ChIP-seq data analysis

Bioinformatics data analyses and processing were performed using Bash, R and Python programming languages. The following tools were also used: cutadapt (version 1.16)^58^, BWA (v0.7.15)^59^, Picard (v2.14.0; http://broadinstitute.github.io/picard), MACS2 (v2.1.1)^60^, bedtools^61^ (v2.26.0), SAMtools (v1.6)^62^, deepTools (v3.1.2)^63^ and Intervene (v0.6.4)^64^. Code is available in the github page dedicated to this study, https://github.com/sblab-bioinformatics/cmpp. Raw fastq files were trimmed with cutadapt^58^ to remove adapter sequences and low-quality reads (mapping quality <10). Reads were aligned to the human reference genome (version hg19) with BWA^59^ and duplicates marked using Picard (v 2.14.0; http://broadinstitute.github.io/picard) and removed using SAMtools^62^. G4 ChIP and SMARCA4 ChIP peaks were called by MACS2^60^ (q-value < 0.05). Peak overlaps in different replicates were visualized with Intervene^64^. Peaks were merged from replicates with bedtools^61^ and high confidence peaks were defined as those overlapping in two out of three replicates (SMARCA4) or five out of eight replicates (G4 ChIP-seq) as described previously^21^. Fragment coverage bigWig files were computed at a 50 base pair resolution, 200 base pair average fragment size and normalization to sequencing depth (RPKM) using deepTools^63^. Signal distribution from the SMARCA4 ChIP in K562 G4 ChIP-seq peaks and potential G4s was computed using the plotProfile function in deepTools^63^.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41557-021-00736-9.

## Supplementary information

Supplementary information Supplementary Tables 1–6, synthetic procedures, NMR spectra, other experimental methods and additional information.

Reporting Summary

Supplementary Table 1 The label-free quantitative proteomics data reported in this study.

## Data Availability

The label-free quantitative proteomics data reported in this study are included in Supplementary_Dataset_CMPP, which contains peptide intensities, metadata and enriched proteins from the 1 versus 3 and 2 versus 3 statistical comparisons. The SMARCA4 ChIP-seq data have been deposited in the NCBI GEO repository under accession number GSE165124. The BG4 ChIP-seq data were generated in a previous study^21^ and are available under accession number GSE107690. Source data are provided with this paper.

## photoPDS-1

PubChemID: 441286341
InChIKey: GMYWHLRQNFJVCU-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## photoPDS-2

PubChemID: 441286342
InChIKey: AOBFHOVZGBCROA-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## 3-(3-(but-3-yn-1-yl)-3*H*-diazirin-3-yl)-*N*-methylpropanamide

PubChemID: 441286332
InChIKey: AXQJCYNFLNSQDW-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## dimethyl 4-hydroxypyridine-2,6-dicarboxylate

PubChemID: 441286333
InChIKey: FERASHUCDLDGHK-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## 4-(2-(((benzyloxy)carbonyl)amino)ethoxy)pyridine-2,6-dicarboxylic acid

PubChemID: 441286334
InChIKey: MZNZWTLTAMFOAM-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## *tert*-butyl (2-((2-aminoquinolin-4-yl)oxy)ethyl)carbamate

PubChemID: 441286335
InChIKey: QZMRBSSSRBBFCU-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## di-*tert*-butyl (((((4-(2-(((benzyloxy)carbonyl)amino)ethoxy)pyridine-2,6-dicarbonyl)bis(azanediyl))bis(quinoline-2,4-diyl))bis(oxy))bis(ethane-2,1-diyl))dicarbamate

PubChemID: 441286336
InChIKey: YZEHAOMWRTUTER-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## di-*tert*-butyl (((((4-(2-aminoethoxy)pyridine-2,6-dicarbonyl)bis(azanediyl))bis(quinoline-2,4-diyl))bis(oxy))bis(ethane-2,1-diyl))dicarbamate

PubChemID: 441286337
InChIKey: MJTXICPYQLONGT-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## 3-(but-3-yn-1-yl)-3-(2-iodoethyl)-3*H*-diazirine

PubChemID: 441286338
InChIKey: XKVWLCIADFSFAP-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## 3-(3-(but-3-yn-1-yl)-3*H*-diazirin-3-yl)-*N*-(2-(2-(2-iodoethoxy)ethoxy)ethyl)propanamide

PubChemID: 441286339
InChIKey: CZIDYZGWDNQMMS-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## 3-(3-(but-3-yn-1-yl)-3*H*-diazirin-3-yl)propanoic acid

PubChemID: 441286340
InChIKey: JRNSKSYASHYNCM-UHFFFAOYSA-N
MDL Molfile
Chemdraw file

## Source data

Source Data Fig. 2 Uncropped gels and statistical source data. Source Data Fig. 3 Uncropped gels and statistical source data. Source Data Fig. 4 Uncropped Western Blots and statistical source data. Source Data Fig. 5 Statistical Source Data. Source Data Extended Data Fig. 1 Uncropped gels and statistical source data. Source Data Extended Data Fig. 2 Uncropped gels and statistical source data. Source Data Extended Data Fig. 3 Statistical Source Data. Source Data Extended Data Fig. 4 Uncropped Western Blots and statistical source data.

# Supplementary material for: Chemical profiling of DNA G-quadruplex-interacting proteins in live cells
**Source:** Nat Chem. 2021 Jun 28;13(7):626–33. doi: 10.1038/s41557-021-00736-9
**Supplement:** Supplementary file 1 — Supplementary Tables 1–6, synthetic procedures, NMR spectra, other experimental methods and additional information.

---

**Supplementary information**

---

**Chemical profiling of DNA G-quadruplex-interacting proteins in live cells**

---

In the format provided by the  
authors and unedited

## Supplementary Information

### Chemical profiling of DNA G-quadruplex-interacting proteins in live cells

Xiaoyun Zhang<sup>1,5</sup>, Jochen Spiegel<sup>2,5</sup>, Sergio Martínez Cuesta<sup>1,2,4</sup>, Santosh Adhikari<sup>1</sup>, Shankar Balasubramanian<sup>1,2,3\*</sup>

<sup>4</sup>Current address: Data Sciences and Quantitative Biology, Discovery Sciences, AstraZeneca, Cambridge, UK

<sup>5</sup>These authors contributed equally: Xiaoyun Zhang, Jochen Spiegel

#### Table of contents

|                             |    |
|-----------------------------|----|
| General information.....    | 2  |
| Experimental methods.....   | 2  |
| Supplementary Table 1 ..... | 5  |
| Supplementary Table 2 ..... | 6  |
| Supplementary Table 3 ..... | 7  |
| Supplementary Table 4 ..... | 8  |
| Supplementary Table 5 ..... | 9  |
| Supplementary Table 6 ..... | 10 |
| Synthetic procedures.....   | 11 |
| NMR spectra.....            | 15 |
| References .....            | 21 |

## General information

All chemicals and reagents were purchased from Sigma-Aldrich, Alfa Aesar and Fisher Scientific. All organic solvents were distilled by standard purification methods before use or purchased as anhydrous from Sigma-Aldrich. All reactions were performed in oven-dried glassware under argon unless otherwise stated. NMR spectra were recorded on a Bruker 400 MHz Avance III HD Spectrometer or a 500 MHz DCH Cryoprobe Spectrometer operating at 400 and 500 MHz for  $^1\text{H}$  NMR, and at 100 and 125 MHz for  $^{13}\text{C}$  NMR respectively in the indicated solvents. NMR data are reported as follows: chemical shifts in parts per million (ppm) referring to the solvent residual peak, multiplicities (s = singlet, d = doublet, t = triplet, q = quartet; m = multiplet, br = broad) and coupling constant values in Hz. LC-MS was performed on an Amazon ESI-MS (Bruker) connected to a Dionex UltiMate 3000 UHPLC system (Thermo Fisher Scientific). High-resolution mass spectra (HRMS) were obtained from a Waters LCT Premier (ESI) spectrometer. Flash column chromatography was performed using CombiFlash Rf (Teledyne ISCO) with silica gel puriFlash columns (Interchim). Chelidamic acid dimethyl ester (**1**),<sup>1</sup> compound **S3**<sup>2</sup> and pyridostatin (PDS)<sup>2</sup> were prepared according to the previously reported procedures. 3-(but-3-yn-1-yl)-3-(2-iodoethyl)-3h-diazirine (**6**) and 3-[3-(but-3-yn-1-yl)-3H-diazirin-3-yl]propanoic acid (**8**) were purchased from Fluorochem and Sigma-Aldrich, respectively.

## Experimental methods

**Circular dichroism spectroscopy.** Circular dichroism (CD) spectra were obtained on an Applied Photo-physics Chirascan circular dichroism spectropolarimeter. Measurements were taken in 1 mm path length quartz cuvettes over a range of 200 – 330 nm at 25 °C using time-per-point of 0.5 s at 1 nm intervals and 1 nm bandwidth. The recorded spectra represent a smoothed average of three scans, baseline corrected for the indicated buffer used (molar ellipticity  $\theta$  is quoted in  $105^\circ \text{ cm}^2 \text{ dmol}^{-1}$ ).

**Oligonucleotide annealing.** HPLC purified oligonucleotides were purchased from Sigma-Aldrich unless otherwise stated. For G4s or the single-strand mutants, the indicated concentration of oligonucleotides in 10 mM Tris HCl, pH 7.4, 100 mM KCl were annealed at 95 °C for 5 min followed by gradually cooling to 20 °C. For double-stranded DNA, forward and reverse strand oligonucleotides were mixed by 1:1 and annealed in 10 mM Tris HCl, pH 7.4, 100 mM NaCl in the same way.

**FRET melting assay.** Oligonucleotides (see Supplementary Table 1) were purchased from Biomers. 400 nM oligonucleotides were annealed in FRET buffer (60 mM potassium cacodylate, pH = 7.4) at 95 °C for 5 min followed by gradually cooling to 20 °C. A series of probe concentrations were prepared in a 96-well plate: 150  $\mu\text{L}$  of 6  $\mu\text{M}$  ligand in FRET buffer was prepared as the initial concentration. Subsequent serial dilutions were made by adding 100  $\mu\text{L}$  of probe solutions to 50  $\mu\text{L}$  of FRET buffer, resulting in 12 concentrations including a no-probe control. 25  $\mu\text{L}$  per solutions were transferred to another 96-well plate, followed by adding 25  $\mu\text{L}$  of annealed oligonucleotide solutions to each well. The plate was then sealed with an adhesive transparent cover and shaken gently for 10 min. Measurements of restoring

FAM signal were recorded on a Bio-Rad CFX96 Touch Real-Time PCR Detection System by ramping from 25 °C to 95 °C at 0.5 °C/min. Melting temperatures were determined by the first-derivative maxima of relative fluorescence unit (RFU) value against time, and  $\Delta T_m$  was calculated by baseline correction of melting temperatures subtracting no-probe control. A one-site binding model in GraphPad Prism 7 was utilised to fit FRET curves. Mean was calculated from two replicates.

**Fluorescence quench binding assay.** The protocol was adapted from that described previously.<sup>3</sup> Oligonucleotides (Supplementary Table 2) were purchased from Biomers. 10 nM oligonucleotides in assay buffer (50 mM Tris HCl, pH 7.2, 150 mM KCl, 0.5 w/v % CHAPS, 0.05 v/v % Triton X-100) were annealed. A series of probe dilutions were prepared in a 96-well plate: 100  $\mu$ L of 50  $\mu$ M probe in 0.1 v/v % DMSO in water was prepared as the initial concentration. Subsequent serial dilutions were made by adding 50  $\mu$ L of ligand solutions to 50  $\mu$ L of 0.1 v/v % DMSO in water, resulting in a total of 12 concentrations including a no-probe control. 10  $\mu$ L per solution of the series of dilutions were transferred to another 96-well plate, followed by adding 90  $\mu$ L of the annealed oligonucleotide solution to each well to afford the final concentration of 9 nM. The plate was sealed with an adhesive foil cover and gently shaken for 2 h. End-point fluorescence was then measured on a fluorescence plate reader (BMG PHERAstar Plus). Differences in RFU were converted to absolute values relative to the no-probe control. The range of observed absolute RFU values were normalized as fraction bound. Dissociation constants ( $K_d$ ) were calculated assuming a one-site binding model using GraphPad Prism 7. Standard deviations (S.D.) were calculated from four replicates.

**Cell viability assay.** Cells were seeded in a 96-well flat-bottom plate at a density of 20,000 cells/well in 100  $\mu$ L of DMEM media and allowed to grow at 37 °C for 20 h. Given that cells were incubated with probes for 60 min in both gel-based and MS-based experiments, cells for viability assay were treated with probes for 75 min in triplicates. Cell viability was measured using the CellTiter-Glo Luminescent Cell Viability Assay (Promega). End-point luminescence was then measured on a multi-mode plate reader (BMG PHERAstar Plus). A zero-correction was done by subtracting the media absorbance, and the corrected absorbance was converted to cell viability (%) relative to the no-ligand control. Dose-dependent cell viability was calculated using GraphPad Prism 7. Standard error of means (s.e.m.) were calculated from four replicates.

**HPLC-MS/MS analysis.** To digest bead-bound proteins, 100 ng of trypsin in 100 mM  $\text{NH}_4\text{HCO}_3$  was directly added onto the  $\text{NH}_4\text{HCO}_3$  washed beads. The samples were vortexed for 15 s in every 2–3 min for the first 15 min to ensure that the beads are evenly suspended in the trypsin solution, followed by digestion overnight at 37 °C in an oven incubator without further agitation of the beads. 100 ng of additional trypsin was then added to each sample, and the samples were digested for another 4 h at 37 °C. The supernatant was transferred into a clean tube and 5% formic acid was added to make the final concentration of formic acid to 0.5% (v/v) to stop the digestion reaction.

For desalting the digested samples, the C18 cartridge was first conditioned with 50% (v/v) acetonitrile/water (100  $\mu$ L  $\times$  2), equilibrated with 0.1% (v/v) formic acid (100  $\mu$ L  $\times$  2), and the acidified peptides were loaded onto the cartridge. The peptide-loaded cartridge was

washed three times with 0.1% (v/v) formic acid, and the peptides were then eluted three times with 100  $\mu$ L of 60% (v/v) acetonitrile/0.1% (v/v) formic acid. Eluates were combined and then dried completely by vacuum centrifugation.

Each dried peptide sample was reconstituted in 10  $\mu$ L of 0.1% (v/v) formic acid, and 9  $\mu$ L was injected in the LC for the analysis. Peptides were loaded and separated on a reverse-phase trap column 2 cm (100  $\mu$ m i.d.) and analytical column (25 cm  $\times$  75  $\mu$ m i.d.) respectively with 5–45% acetonitrile gradient in 0.1% formic acid and 5% DMSO at 300 nL/min flow rate. In each data collection cycle, one full MS scan (400–1,600 m/z) was acquired in the Orbitrap (60 K resolution, automatic gain control (AGC) setting of  $3 \times 10^6$  and Maximum Injection Time (MIT) of 100 ms). The most abundant ions with a top 10 settings were selected for fragmentation by collision induced dissociation (CID). CID was performed with a collision energy of 28%, an AGC setting of  $2 \times 10^4$ , an isolation window of 2.0 Da, a MIT of 100ms. Previously analysed precursor ions were dynamically excluded for 25s.

The Proteome Discoverer 2.2 (Thermo Scientific) was used for the processing of CID tandem mass spectra. The SequestHT search engine was used and all the spectra searched against the Uniprot Homo sapiens FASTA database (taxon ID 9606). All searches were performed including Methionine oxidation (+15.9949Da) and Deamidation on Asparagine and Glutamine (+0.984) as dynamic modifications. Mass spectra were searched using precursor ion tolerance 20 ppm and fragment ion tolerance 0.02 Da. For peptide confidence, 1% FDR was applied and peptides uniquely matched to a protein were used for precursor quantification using minora and for further analysis.

**Supplementary Table 1.** DNA oligonucleotides for FRET melting assay

| <b>Oligomer</b> | <b>Sequence (5' to 3')</b>                        | <b>Source</b> | <b>Ref</b> |
|-----------------|---------------------------------------------------|---------------|------------|
| G4 Kit1         | FAM- <b>GGGAGGG</b> CGCT <b>GGGAGGAGGG</b> -TAMRA | Biomers       | (4)        |
| G4 Myc          | FAM-TGAG <b>GGGTGGGTAGGGTGGGTAA</b> -TAMRA        | Biomers       | (4)        |
| G4 Telo         | FAM- <b>GGGTTAGGGTTAGGGTTAGGG</b> -TAMRA          | Biomers       | (4)        |
| dsDNA           | FAM-TATAGCTATA-HEG-TATAGCTATA-TAMRA               | Biomers       | (4)        |

FAM = fluorescein; TAMRA = tetramethylrhodamine; HEG = [(-CH<sub>2</sub>CH<sub>2</sub>O-)<sub>6</sub>].

**Supplementary Table 2.** DNA oligonucleotides for fluorescence quench binding assay

| <b>Oligomer</b> | <b>Sequence (from 5' to 3')</b>        | <b>Source</b> | <b>Ref</b> |
|-----------------|----------------------------------------|---------------|------------|
| G4 Telo         | <b>Cy5-AGGGTTAGGGTTAGGGTTAGGGT</b>     | Biomers       | (3)        |
| G4 Kit1         | <b>Cy5-AGGGAGGGCGCTGGGAGGAGGG</b>      | Biomers       | (3)        |
| G4 Myc          | <b>TGGGGAGGGTGGGGAGGGTGGGGAAGG-Cy5</b> | Biomers       | (3)        |
| dsDNA           | <b>Cy5-CAATCGGATCGAATTCGATCCGATTG</b>  | Biomers       | (3)        |

Cy5 = cyanine 5.

**Supplementary Table 3.** DNA oligonucleotides for G4 pull-down

| <b>Oligomer</b> | <b>Sequence (5' to 3')</b>                                   | <b>Source</b> | <b>Ref</b> |
|-----------------|--------------------------------------------------------------|---------------|------------|
| G4 Myc          | TGAGGGTGGGTAGGGTGGGTAATTTTT[TgBtn]                           | Sigma-Aldrich | (5)        |
| G4 Kit1         | AGGGAGGGCGCTGGGAGGAGGGTTTTT[TgBtn]                           | Sigma-Aldrich | (6)        |
| G4 Kit2         | CGGGCGGGCGCGAGGGAGGGTTTTTT[TgBtn]                            | Sigma-Aldrich | (7)        |
| G4 TBA          | [Btn]GGTTGGTGTGTGGTTGG                                       | Sigma-Aldrich | (8)        |
| G4 BCL2         | GGGCGCGGGAGGAATTGGGCGGGTTTTT[TgBtn]                          | Sigma-Aldrich | (9)        |
| ss mutMyc       | TGAGTGTGTGTAGTGTGTGTAATTTTT[TgBtn]                           | Sigma-Aldrich | -          |
| ds Myc          | TGAGGGTGGGTAGGGTGGGTAATTTTT[TgBtn]<br>TTACCCACCCTACCCACCCTCA | Sigma-Aldrich | -          |
| ss mutKit1      | AGTGAGTGCGCTGTGAGGAGTGTTTTT[TgBtn]                           | Sigma-Aldrich | -          |
| ds Kit1         | AGGGAGGGCGCTGGGAGGAGGGTTTTT[TgBtn]<br>CCCTCCTCCCAGCGCCCTCCCT | Sigma-Aldrich | -          |
| ss mutBCL2      | GTGCGCGTGAGGAATTGTGCGTGTTTTT[TgBtn]                          | Sigma-Aldrich | -          |

Btn = biotin; Tg = tetraethylene glycol.

**Supplementary Table 4.** Antibodies for western blot and ChIP-seq analysis

| <b>Antibodies</b> | <b>Species</b> | <b>Source</b> | <b>Cat#</b> |
|-------------------|----------------|---------------|-------------|
| TTF2              | rabbit         | Proteintech   | 13722-1-AP  |
| RBM22             | rabbit         | Proteintech   | 22103-1-AP  |
| HMGB2             | rabbit         | Proteintech   | 14597-1-AP  |
| SMARCA4           | rabbit         | abcam         | ab110641    |
| UHRF1             | rabbit         | abcam         | ab194236    |
| DDX1              | rabbit         | abcam         | ab70252     |
| DDX24             | rabbit         | abcam         | ab70462     |

**Supplementary Table 5.** Western blot quantification of RBM22 (corresponding to Fig. 4)

| <b>Oligomer</b> | <b>Peak area</b> |                 | <b>Relative intensity [%]<sup>a</sup></b> |
|-----------------|------------------|-----------------|-------------------------------------------|
|                 | <b>repeat 1</b>  | <b>repeat 2</b> |                                           |
| 10% lysates     | 15485            | 30206           | 10.00                                     |
| beads           | 5992             | 2601            | 1.880                                     |
| <b>G4 Myc</b>   | 80153            | 85227           | <b>36.20</b>                              |
| ss mutMyc       | 11145            | 18233           | 6.430                                     |
| ds Myc          | 12086            | 9655            | 4.760                                     |
| <b>G4 Kit1</b>  | 32818            | 60952           | <b>20.52</b>                              |
| ss mutKit1      | 7608             | 5290            | 2.820                                     |
| ds Kit1         | 1320             | 1872            | 0.700                                     |
| <b>G4 Kit2</b>  | 63721            | 34370           | <b>21.47</b>                              |
| G4 TBA          | 6289             | 3656            | 2.180                                     |
| <b>G4 BCL2</b>  | 39301            | 29750           | <b>15.11</b>                              |
| ss mutBCL2      | 2890             | 3578            | 1.420                                     |

<sup>a</sup> Peak area under the curve normalized to total lysate calculated based on the 10% input control. Mean was calculated from two independent experiments (n = 2).

**Supplementary Table 6.** Oligonucleotides for ELISA

| <b>Oligomer</b>         | <b>Sequence (5' to 3')</b>                            | <b>Source</b> | <b>Ref</b> |
|-------------------------|-------------------------------------------------------|---------------|------------|
| G4 Myc                  | [Btn]TGAGGGTGGGTAGGGTGGGTAA                           | Sigma-Aldrich | (10)       |
| G4 Kit1                 | [Btn]AGGGAGGGCGCTGGGAGGAGGG                           | Sigma-Aldrich | (10)       |
| G4 NRAS                 | [Btn]UGUGGGAGGGGCGGGUCUGGGUGC                         | Sigma-Aldrich | (11)       |
| ss mutMyc               | [Btn]TGAGTGTGTGTAGTGTGTGTAA                           | Sigma-Aldrich | -          |
| ds Myc                  | [Btn]TGAGGGTGGGTAGGGTGGGTAA<br>TTACCCACCCTACCCACCCTCA | Sigma-Aldrich | -          |
| ss mutKit1              | AGTGAGTGCCTGTGAGGAGTG                                 | Sigma-Aldrich | -          |
| ds Kit1                 | [Btn]AGGGAGGGCGCTGGGAGGAGGG<br>CCCTCCTCCCAGCGCCCTCCCT | Sigma-Aldrich | -          |
| Hemi-methylated ds Kit1 | [Btn]AGGGAGGGCGCTGGGAGGAGGG<br>CCCTCCTCCCAGXGCCCTCCCT | Sigma-Aldrich | -          |
| mutNRAS                 | [Btn]UGUAGAAAGAGCAGAUCUAGAUGC                         | Sigma-Aldrich | (11)       |

Btn = biotin; X = 5-methyldeoxycytosine.

## Synthetic procedures

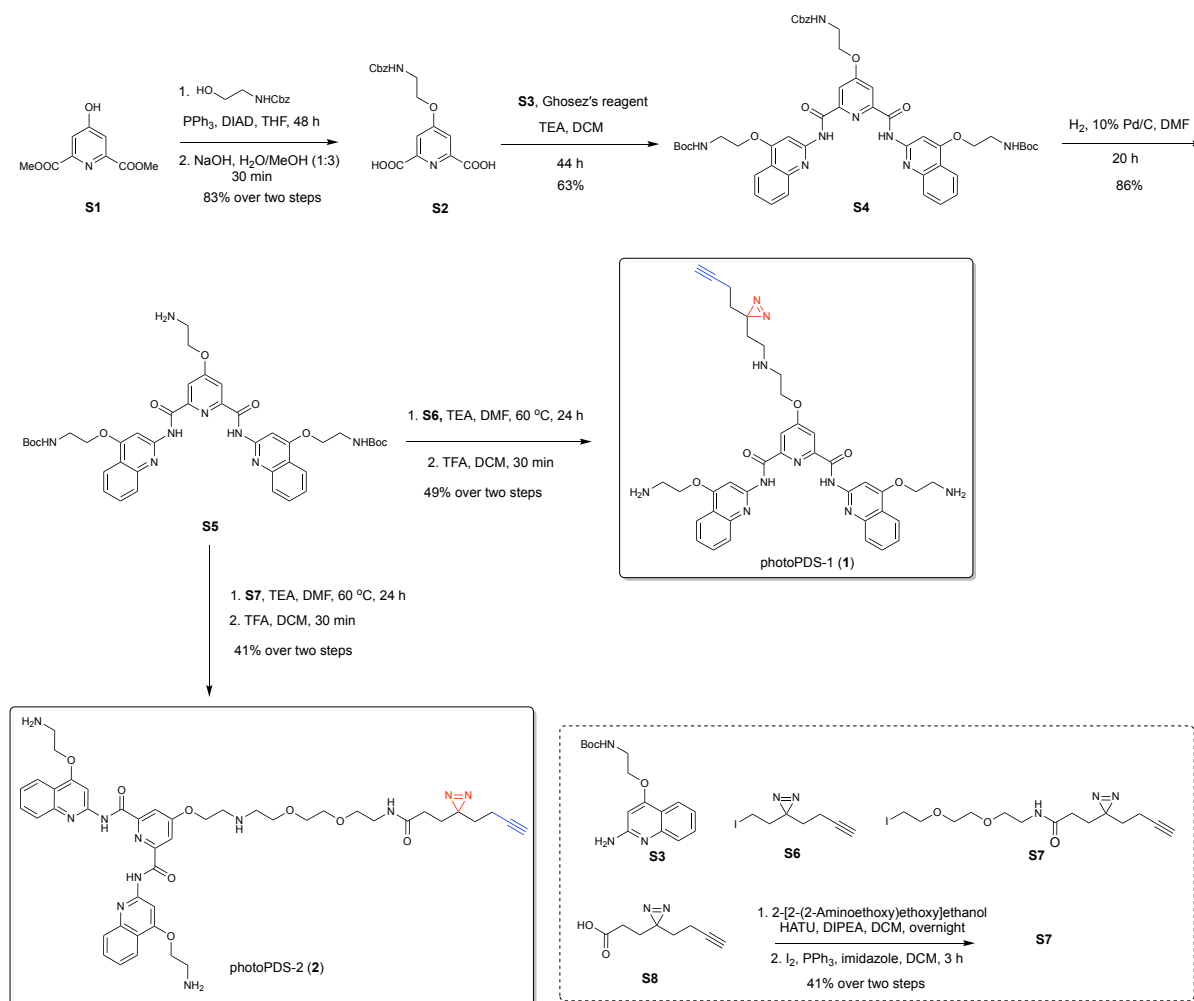

**4-(2-(((benzyloxy)carbonyl)amino)ethoxy)pyridine-2,6-dicarboxylic acid (**S2**):** Chelidamic acid dimethyl ester **S1**<sup>1</sup> (634 mg, 3.0 mmol), benzyl *N*-(2-hydroxyethyl)carbamate (878 mg, 4.5 mmol) and triphenylphosphine (1.57 g, 6.0 mmol) were dissolved in 20 mL dry THF and the solution was cooled to 0 °C. DIAD (886 µL, 4.5 mmol) was added dropwise under argon. The reaction was allowed to warm to room temperature and stirred for 48 h. The solvent was removed in vacuo and the residue was purified by flash silica column chromatography (0% ~ 100% EtOAc in petroleum ether) to give the crude dimethyl ester product as a white solid which was used directly into next step without purification. The crude product was dissolved in 9 mL methanol and 3 mL 2 M NaOH solution was added. The mixture was stirred at room temperature for 30 min. The solution was concentrated in vacuo and then extracted with EtOAc (10 mL × 3). The aqueous layer was collected and adjusted to pH = 2 with 1 M HCl. The solution was then extracted with EtOAc (20 mL × 3). The organic layers were combined, washed with brine (5 mL), dried over anhydrous MgSO<sub>4</sub> and concentrated in vacuo to afford the title compound **S2** as a white solid (903 mg, 2.5 mmol, 83% yield over two steps): <sup>1</sup>H NMR (400 MHz DMSO-*d*<sub>6</sub>): δ 7.70 (s, 2H), 7.50 (t, *J* = 5.6 Hz, 1H), 7.37 – 7.28 (m, 5H), 5.02 (s, 2H), 4.26 (t, *J* = 5.6 Hz, 2H), 3.42 (q, *J* = 5.6 Hz, 4H); <sup>13</sup>C NMR (100 MHz

DMSO-*d*<sub>6</sub>):  $\delta$  166.6, 165.3, 156.3, 149.8, 137.1, 128.4, 127.82, 127.77, 113.7, 67.5, 65.4; HRMS (ESI-TOF):  $[M+H]^+$  calculated for C<sub>17</sub>H<sub>17</sub>N<sub>2</sub>O<sub>7</sub>: 361.1036, found: 361.1024.

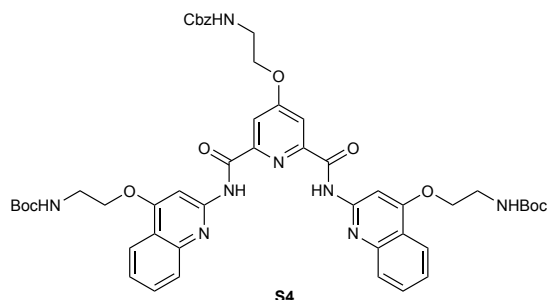

**Triprotected PDS (S4):** Compound **S2** (412 mg, 1.1 mmol) was suspended in 15 mL dry CH<sub>2</sub>Cl<sub>2</sub> and cooled to 0 °C under argon. Ghosez's reagent (380  $\mu$ L, 2.82 mmol) was added slowly and the mixture was stirred at 0 °C for 1 h. Triethylamine (480  $\mu$ L, 3.44 mmol) was added dropwise and the mixture was stirred for additional 30 min. **S3**<sup>2</sup> (866 mg, 2.85 mmol) was then added at 0 °C and

the mixture was allowed to warm to room temperature and stirred for 44 h. After filtration, the white precipitate was obtained, washed with acetonitrile and dried to give the title compound **S4** as a white solid (675 mg, 0.72 mmol, 63% yield): <sup>1</sup>H NMR (400 MHz DMSO-*d*<sub>6</sub>):  $\delta$  12.03 (s, 2H), 8.24 (d, *J* = 8.0 Hz, 2H), 8.05 (s, 2H), 7.95 – 7.89 (m, 4H), 7.77 (t, *J* = 7.6 Hz, 2H), 7.57 (t, *J* = 6.4 Hz, 1H), 7.50 (t, *J* = 7.6 Hz, 2H), 7.37 – 7.27 (m, 5H), 7.19 (t, *J* = 6.0 Hz, 2H), 5.05 (s, 2H), 4.36 (t, *J* = 5.2 Hz, 2H), 4.27 (d, *J* = 5.2 Hz, 4H), 3.57 – 3.46 (m, 6H), 1.40 (s, 18H); <sup>13</sup>C NMR (125 MHz DMSO-*d*<sub>6</sub>):  $\delta$  167.1, 163.2, 162.2, 156.3, 155.9, 152.4, 151.1, 147.0, 137.1, 130.6, 128.3, 127.80, 127.76, 126.8, 124.4, 122.2, 119.2, 112.1, 94.9, 77.9, 67.8, 67.5, 65.4, 28.2; HRMS (ESI-TOF):  $[M+H]^+$  calculated for C<sub>49</sub>H<sub>55</sub>N<sub>8</sub>O<sub>11</sub>: 931.3990, found: 931.3971.

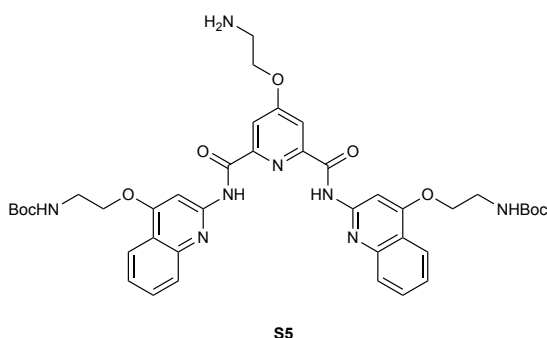

**Diprotected PDS (S5):** Compound **S4** (300 mg, 0.32 mmol) was dissolved in 10 mL DMF. 10% Pd/C (30 mg) was then added and the H<sub>2</sub> balloon was placed over the reaction. The reaction was stirred at room temperature for 20 h. The balloon was removed and another 10 - 15 mL DMF was added to the mixture. The turbid reaction mixture was heated to 110-120 °C to completely dissolve the precipitated solid, filtered hot through a celite

pad. The filtrate was concentrated in vacuo and the obtained solid was washed with CH<sub>2</sub>Cl<sub>2</sub>, acetonitrile and dried to give the title compound **S5** as a white solid (222 mg, 0.29 mmol, 86% yield): <sup>1</sup>H NMR (500 MHz DMSO-*d*<sub>6</sub>):  $\delta$  8.23 (d, *J* = 8.5 Hz, 2H), 8.05 (s, 2H), 7.92 (d, *J* = 8.5 Hz, 2H), 7.91 (s, 2H), 7.76 (t, *J* = 7.5 Hz, 2H), 7.50 (t, *J* = 7.5 Hz, 2H), 7.21 (t, *J* = 6.0 Hz, 2H), 4.27 (t, *J* = 5.5 Hz, 4H), 4.23 (t, *J* = 5.5 Hz, 2H), 3.54 (q, *J* = 5.5 Hz, 4H), 2.96 (t, *J* = 6.0 Hz, 2H), 1.40 (s, 18H); <sup>13</sup>C NMR (125 MHz DMSO-*d*<sub>6</sub>):  $\delta$  167.4, 163.2, 162.2, 155.9, 152.4, 151.0, 147.0, 130.6, 126.8, 124.4, 122.2, 119.2, 112.1, 94.9, 77.9, 71.4, 67.8, 40.5, 28.2; HRMS (ESI-TOF):  $[M+H]^+$  calculated for C<sub>41</sub>H<sub>49</sub>N<sub>8</sub>O<sub>9</sub>: 797.3623, found: 797.3604.

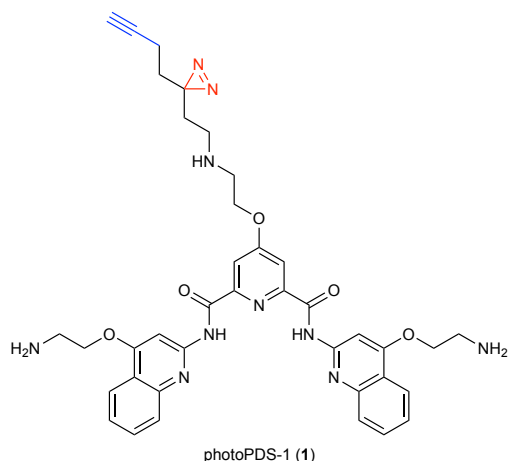

**PhotoPDS-1 (1):** **S5** (52 mg, 65  $\mu$ mol) was dissolved in 5 mL DMF. Next, 3-(but-3-yn-1-yl)-3-(2-iodoethyl)-3H-diazirine **S6** (17 mg, 0.0685 mmol) and triethylamine (28  $\mu$ L, 0.200 mmol) were added and the reaction mixture was stirred at 60  $^{\circ}$ C for 24 h. The solvent was removed in vacuo and the crude product was used directly without further purification. The crude product was dissolved in 1 mL  $\text{CH}_2\text{Cl}_2$  and 0.5 mL TFA was added. The mixture was stirred at room temperature for 30 min. The solvents were removed in vacuo and the residue was purified by HPLC (5% ~ 100% acetonitrile (with 0.1%

TFA) in water (with 0.1% TFA) over 30 min). The most acetonitrile was removed in vacuo, and the rest of solvents were removed through freeze-drying to give the TFA salt of **1** as a white solid (23 mg, 32  $\mu$ mol, 49% yield over two steps):  $^1\text{H}$  NMR (400 MHz, Methanol- $d_4$ )  $\delta$  8.49 (dd,  $J$  = 8.4 Hz, 0.8 Hz, 2H), 8.20 (s, 2H), 8.197 (s, 2H), 8.06 (d,  $J$  = 8.4 Hz, 2H), 7.93 (ddd,  $J$  = 8.4, 7.2 Hz, 1.6 Hz, 2H), 7.68 (ddd,  $J$  = 8.4 Hz, 7.2 Hz, 1.2 Hz, 2H), 4.75 (t,  $J$  = 4.8 Hz, 4H), 4.66 (t,  $J$  = 4.8, 2H), 3.68 (t,  $J$  = 4.8 Hz, 4H), 3.62 (t,  $J$  = 4.8 Hz, 2H), 3.16 – 3.10 (m, 2H), 2.36 (t,  $J$  = 2.8 Hz, 1H), 2.09 (td,  $J$  = 7.2 Hz, 2.8 Hz, 2H), 1.95 – 1.89 (m, 2H), 1.72 (t,  $J$  = 7.2 Hz, 2H);  $^{13}\text{C}$  NMR (100 MHz, Methanol- $d_4$ )  $\delta$  169.0, 167.0, 164.2, 152.5, 151.2, 143.3, 134.3, 127.7, 124.3, 124.2, 120.2, 114.2, 95.3, 83.4, 70.8, 67.7, 65.9, 47.7, 44.1, 39.8, 32.8, 31.0, 27.0, 13.8; HRMS (ESI-TOF):  $[\text{M}+\text{H}]^+$  calculated for  $\text{C}_{38}\text{H}_{41}\text{N}_{10}\text{O}_5$ : 717.3261, found: 717.3264.

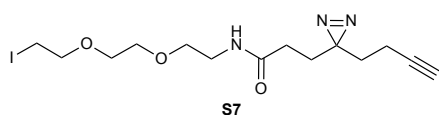

**3-(3-(but-3-yn-1-yl)-3H-diazirin-3-yl)-N-(2-(2-(2-iodoethoxy)ethoxy)ethyl)propanamide (S7):** 3-[3-(but-3-yn-1-yl)-3H-diazirin-3-yl]propanoic acid **S8** (18 mg, 0.10 mmol) and *N,N*-diisopropylethylamine (19  $\mu$ L, 0.15

mmol) were dissolved in dry  $\text{CH}_2\text{Cl}_2$ . HATU (46 mg, 0.12 mmol) was added and the mixture was stirred at room temperature for 1 h. 2-[2-(2-aminoethoxy)ethoxy]ethanol (23  $\mu$ L, 0.15 mmol) was added and the reaction was stirred at room temperature overnight. The mixture was diluted with  $\text{CH}_2\text{Cl}_2$  (10 mL). The solution was washed with 1 M HCl aq. (5 mL  $\times$  2) and brine (3 mL), dried over anhydrous  $\text{MgSO}_4$ , filtered and concentrated in vacuo. The crude product was used directly into next step.  $\text{I}_2$  (40 mg, 0.15 mmol), triphenylphosphine (41 mg, 0.15 mmol), and imidazole (14 mg, 0.21 mmol) were dissolved in 3 mL dry  $\text{CH}_2\text{Cl}_2$  and the mixture was stirred at room temperature for 10 min, and then the crude product from previous step was dissolved in 2 mL dry  $\text{CH}_2\text{Cl}_2$  and added into the mixture. The reaction was stirred at room temperature for 3 h and subsequently quenched by sat. sodium thiosulfate solution (3 mL) and sat.  $\text{NaHCO}_3$  solution (3 mL). The organic layer was separated out and the aqueous layer was extracted with  $\text{CH}_2\text{Cl}_2$  (10 mL  $\times$  2). The combined organic layers were washed with brine, dried over anhydrous  $\text{MgSO}_4$  and filtered. The solvents were removed in vacuo and the residue was purified by flash silica column chromatography (0% ~ 50% EtOAc in petroleum ether) to give the title compound **S7** as a colorless oil (17 mg, 39  $\mu$ mol, 41% yield over two steps):  $^1\text{H}$  NMR (400 MHz  $\text{CDCl}_3$ ):  $\delta$  5.98 (br, 1H), 3.76 (t,  $J$  = 6.4 Hz, 2H), 3.68 – 3.62 (m, 4H), 3.57 (t,

NCCOc1ccc2nc(NC(=O)c3cc(OCCNCCOCCOCCNC(=O)CCC4C#CC#CC#CC4=N=N)cn3)c(Cc5cccc6n[nH]c7cc8c(c6n5)COCCN)nc2

photoPDS-2 (**2**)

14

# NMR spectra

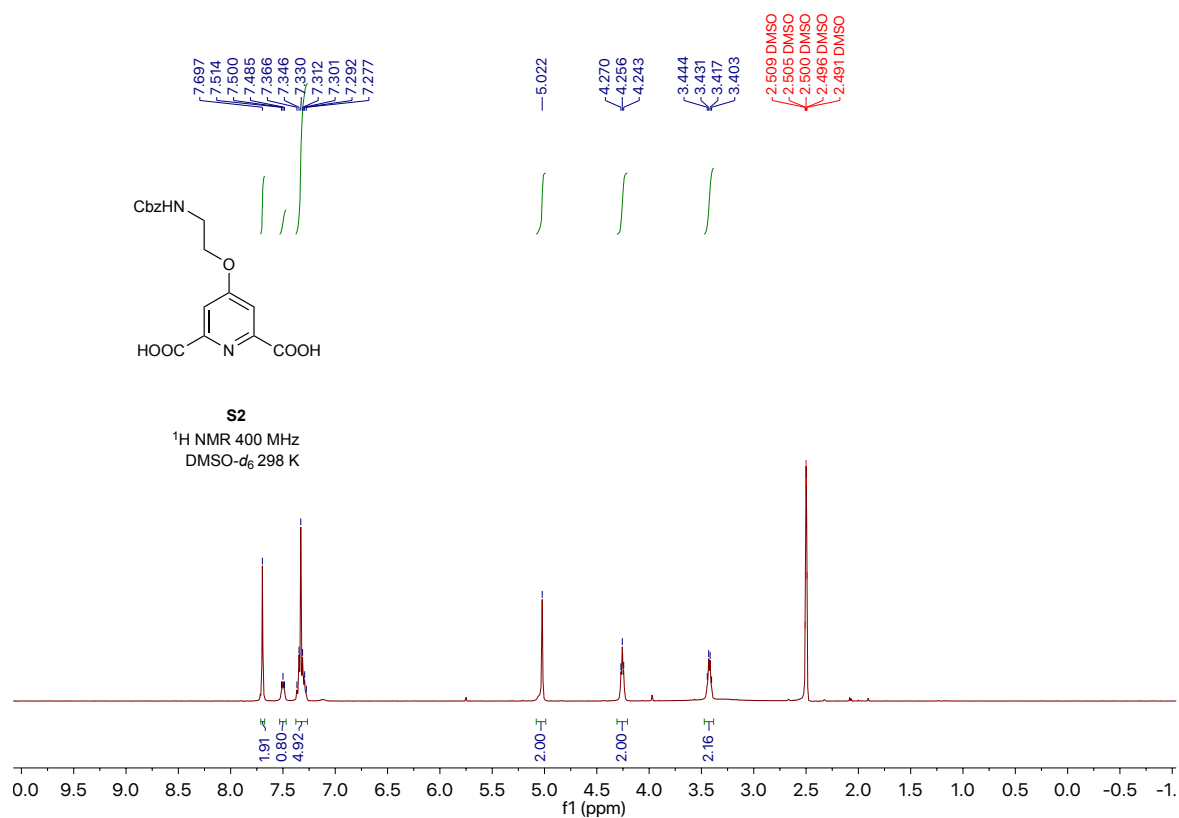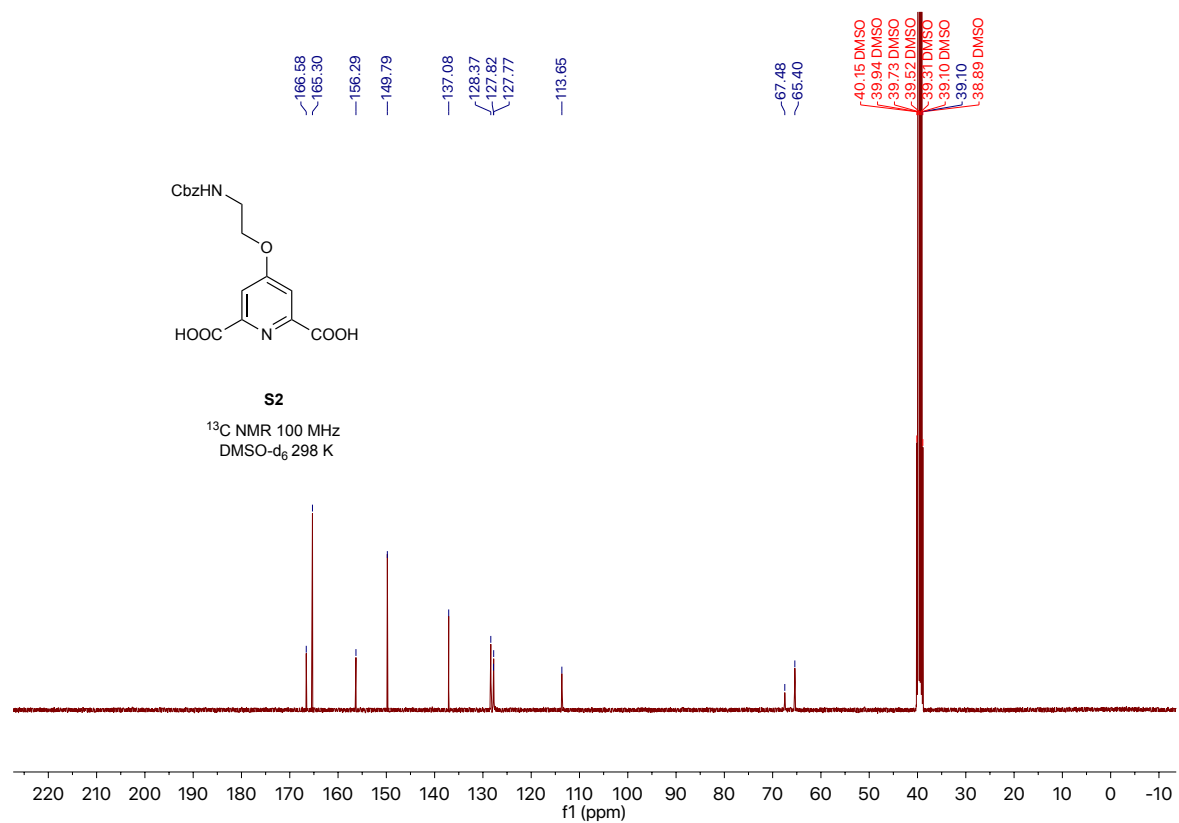

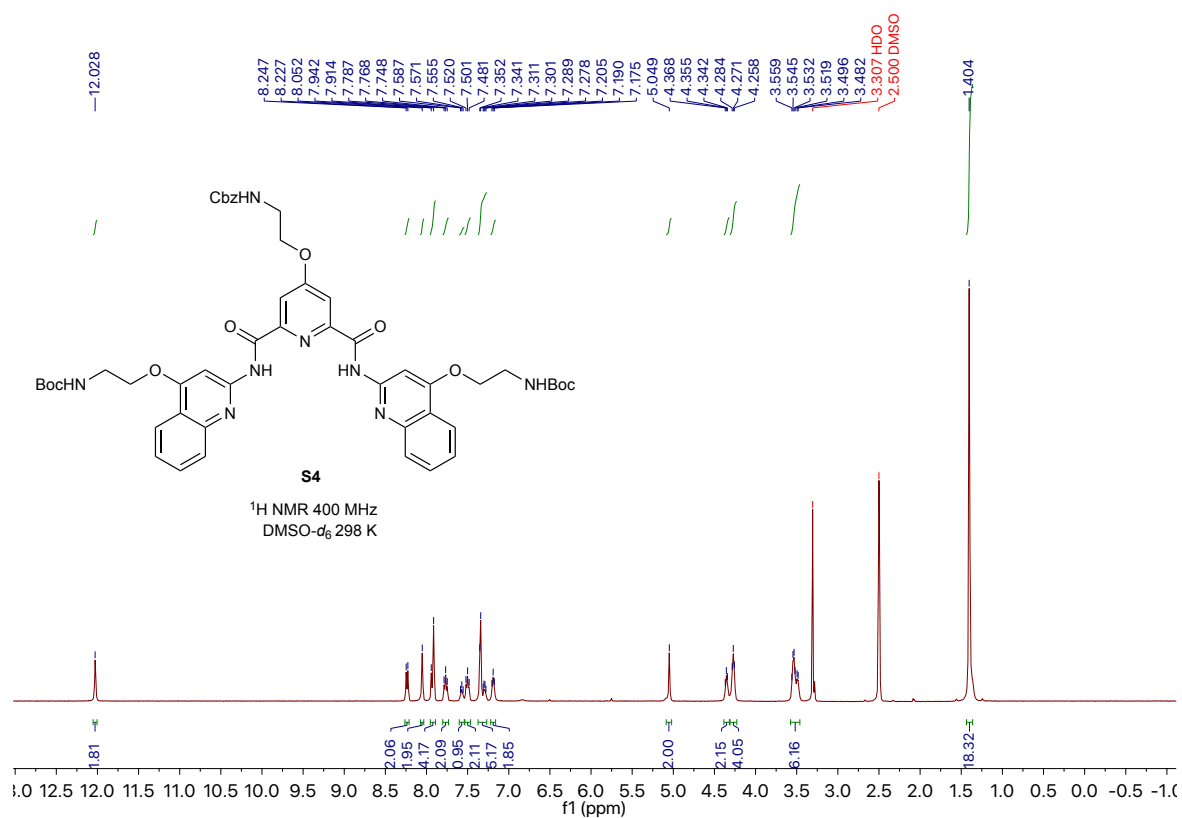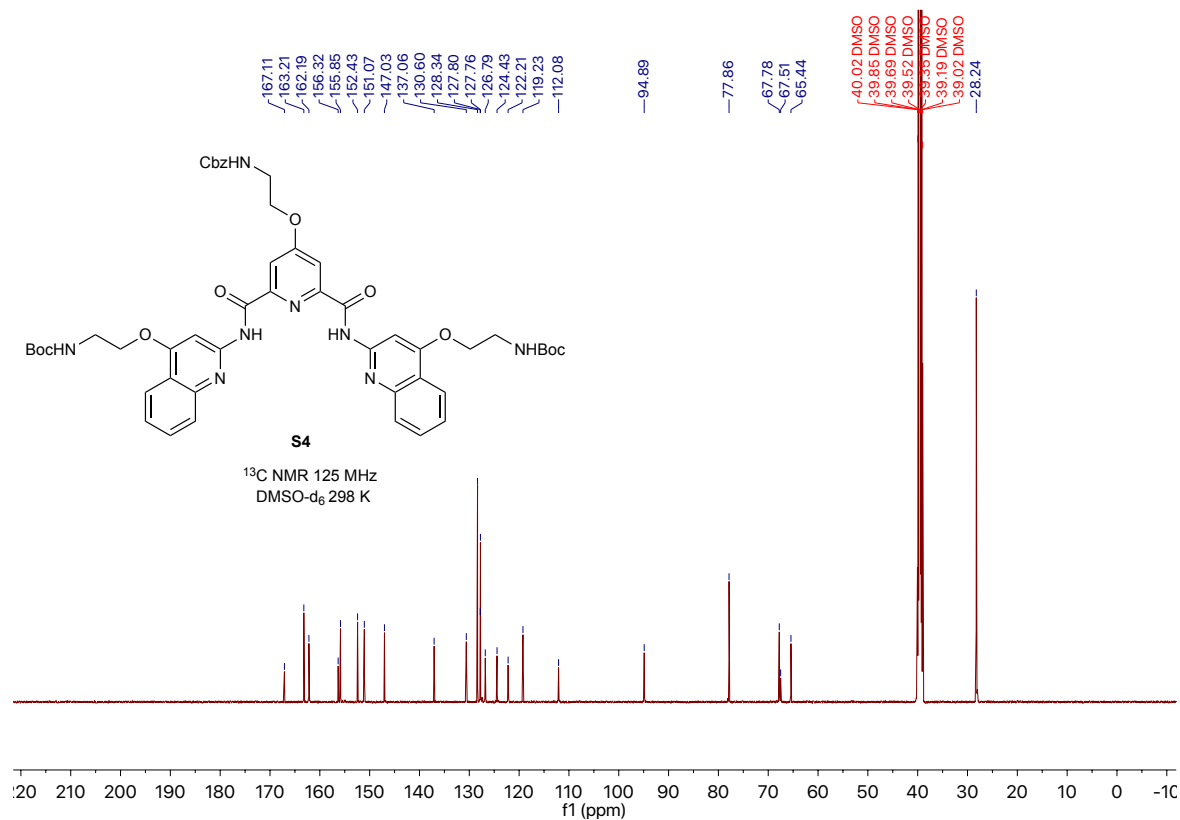

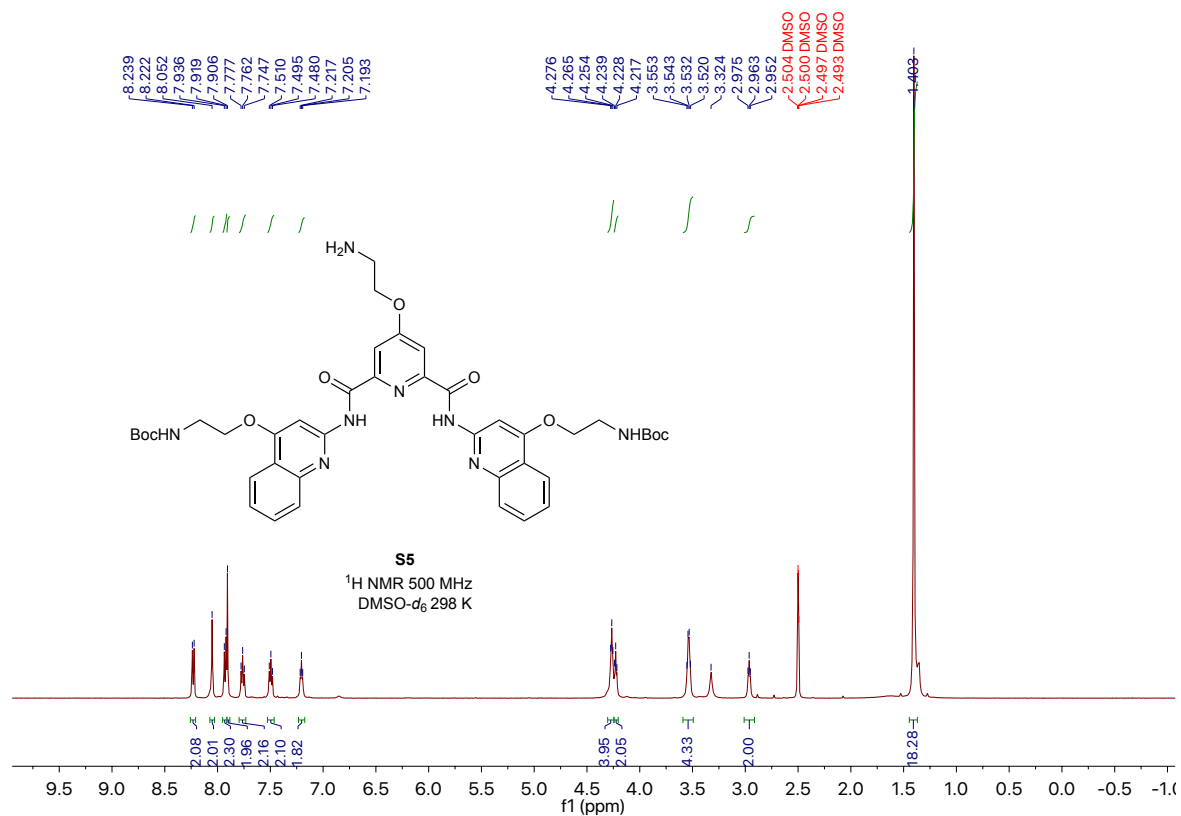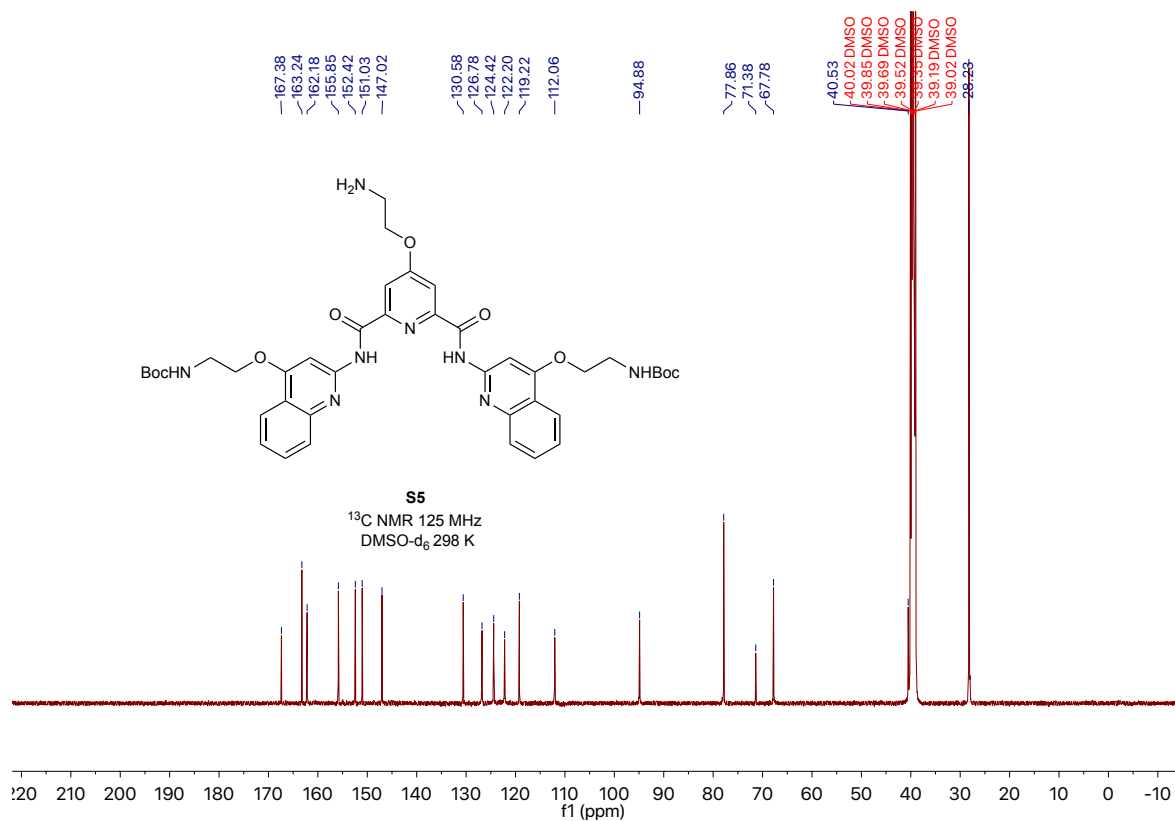

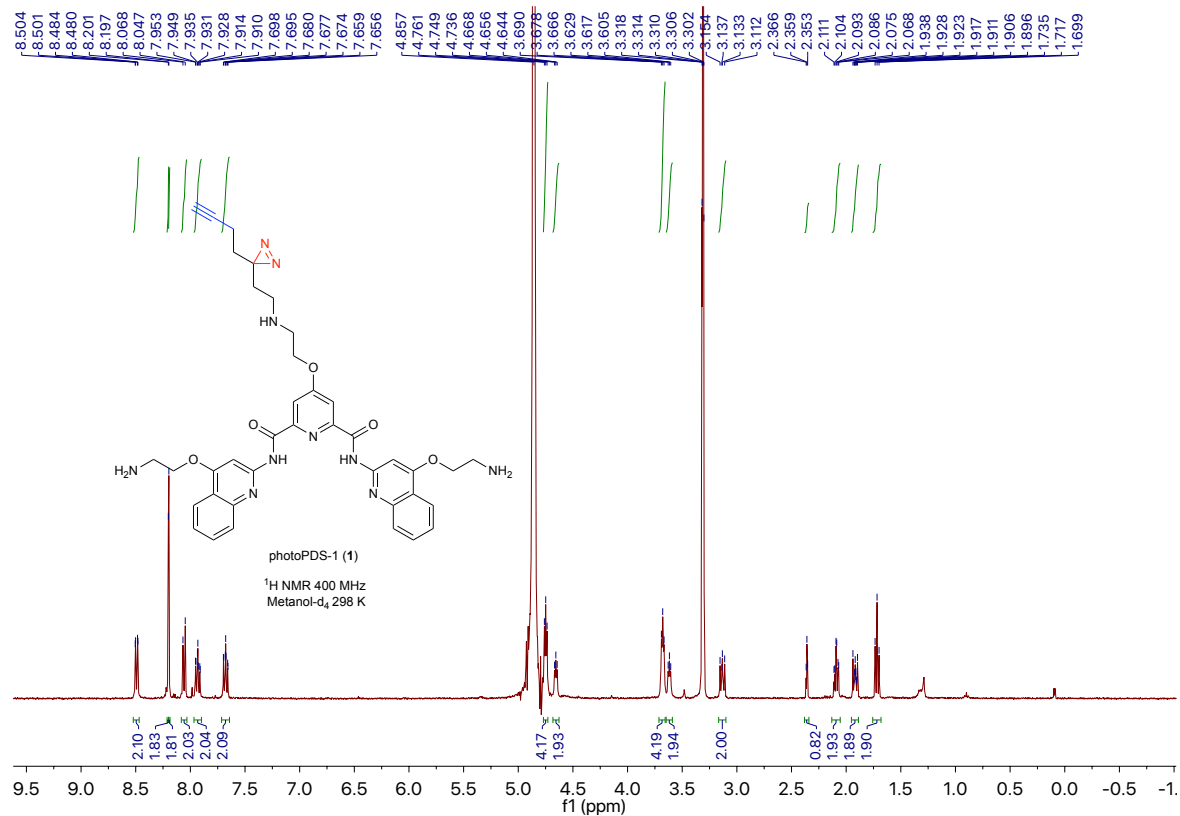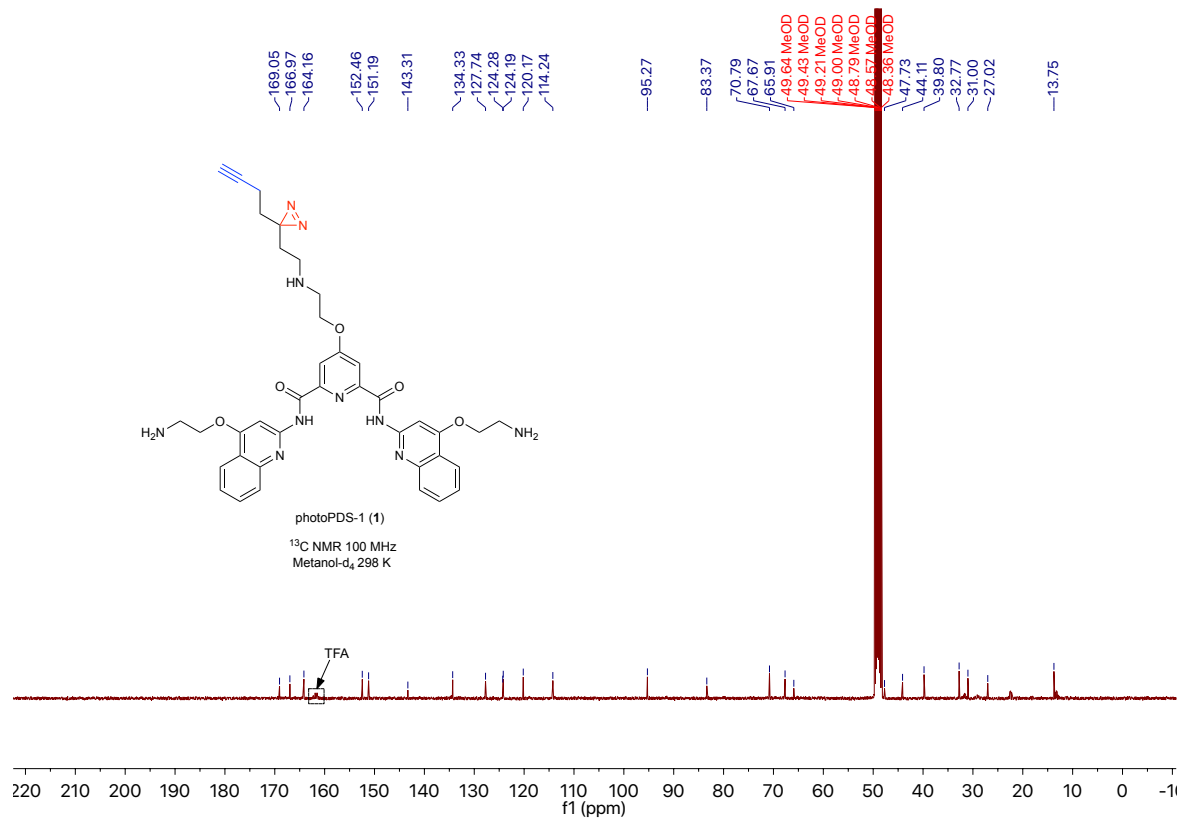

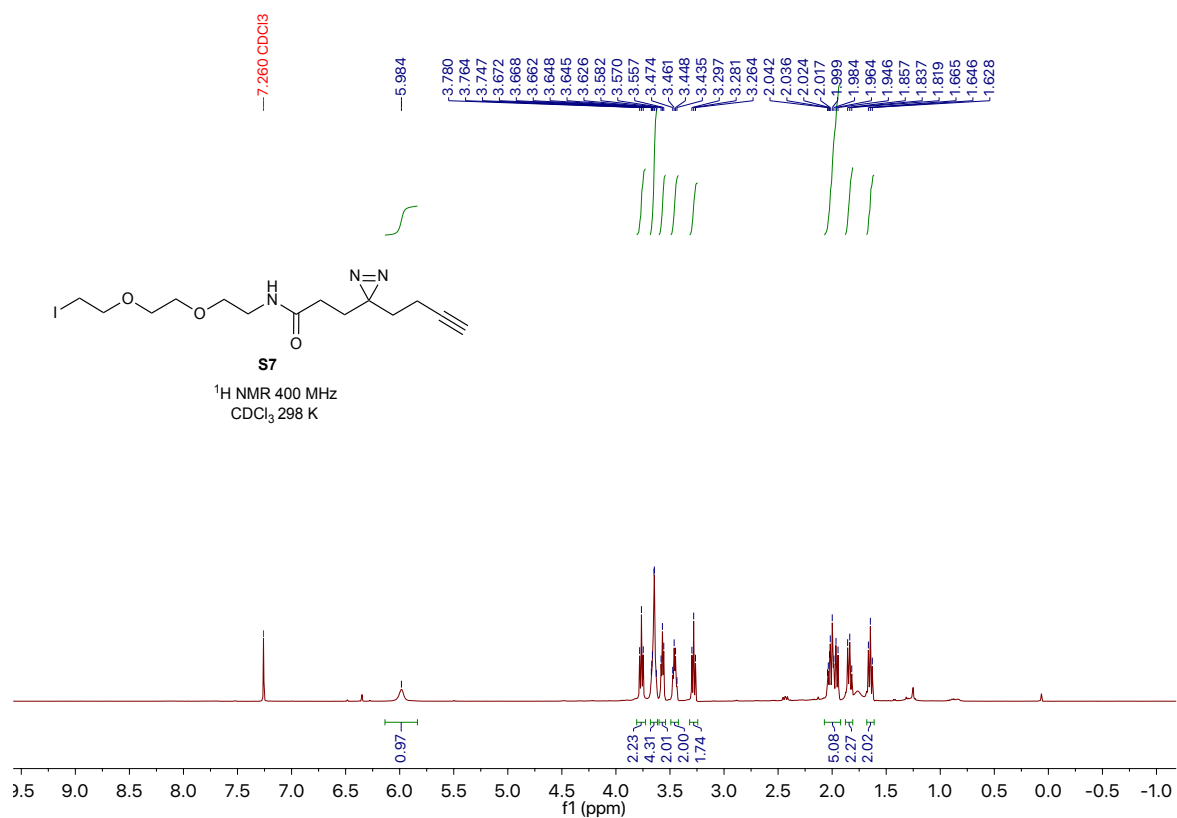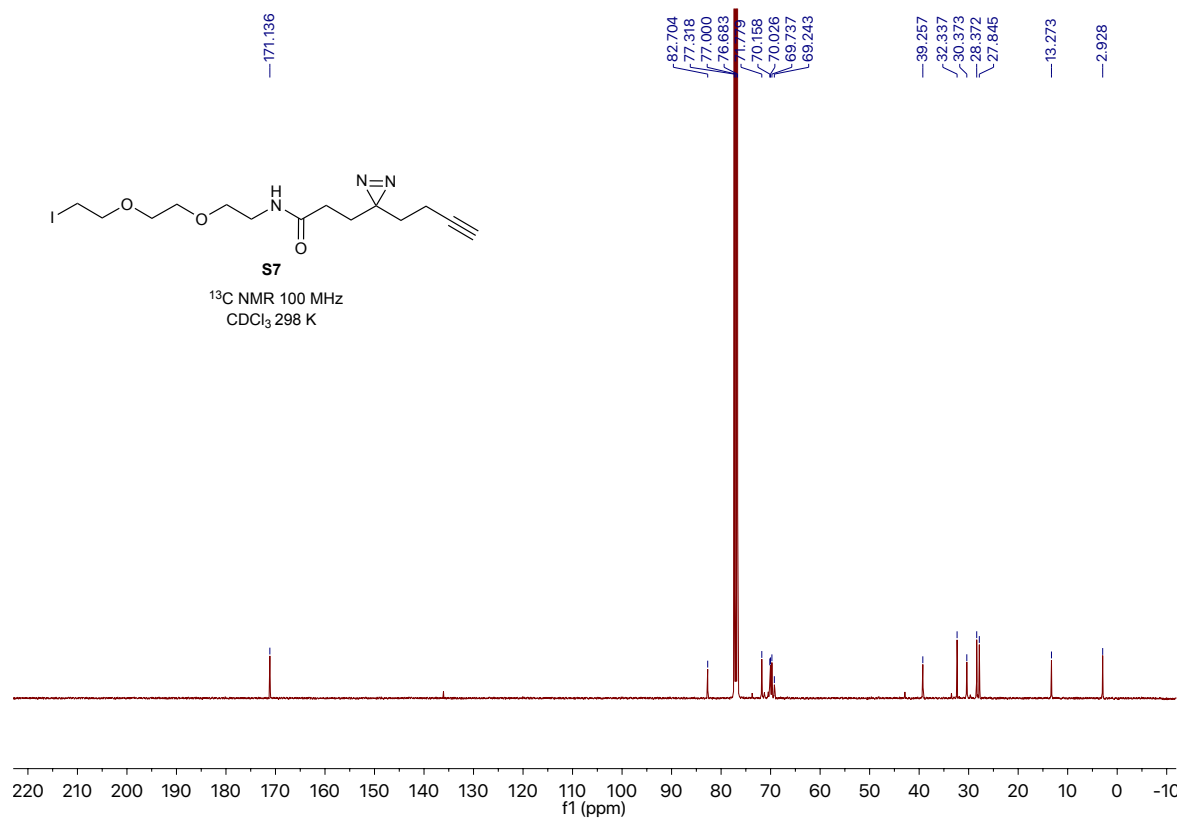

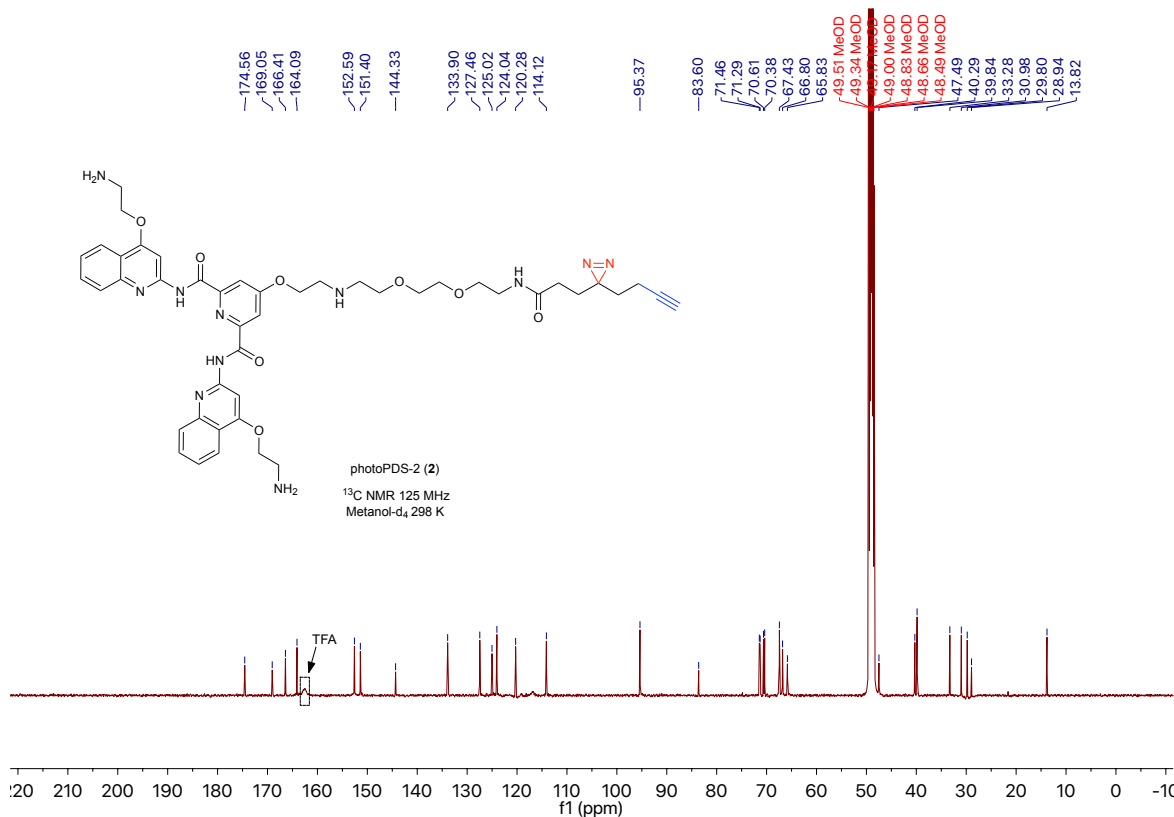

## References

1. Chauvin, A. S. et al. A versatile ditopic ligand system for sensitizing the luminescence of bimetallic lanthanide bio-imaging probes. *Chem. Eur. J.* **14**, 1726–1739 (2008).
2. Rodriguez, R. et al. A novel small molecule that alters shelterin integrity and triggers a DNA-damage response at telomeres. *J. Am. Chem. Soc.* **130**, 15758–15759 (2008).
3. Le, D. D., Di Antonio, M., Chan, L. K. M. & Balasubramanian, S. G-quadruplex ligands exhibit differential G-tetrad selectivity. *Chem. Commun.* **51**, 8048–8050 (2015).
4. Müller, S., Kumari, S., Rodriguez, R. & Balasubramanian, S. Small-molecule-mediated G-quadruplex isolation from human cells. *Nat. Chem.* **2**, 1095–1098 (2010).
5. Ambrus, A., Chen, D., Dai, J., Jones, R. A. & Yang, D. Solution structure of the biologically relevant G-quadruplex element in the human c-MYC promoter. Implications for G-quadruplex stabilization. *Biochemistry* **44**, 2048–2058 (2005).
6. Wei, D., Parkinson, G. N., Reszka, A. P. & Neidle, S. Crystal structure of a c-kit promoter quadruplex reveals the structural role of metal ions and water molecules in maintaining loop conformation. *Nucleic Acids Res.* **40**, 4691–4700 (2012).
7. Kuryavyi, V., Phan, A. T. & Patel, D. J. Solution structures of all parallel-stranded monomeric and dimeric G-quadruplex scaffolds of the human c-kit2 promoter. *Nucleic Acids Res.* **38**, 6757–6773 (2010).
8. Macaya, R. F., Schultze, P., Smith, F. W., Roe, J. A. & Feigon, J. Thrombin-binding DNA aptamer forms a unimolecular quadruplex structure in solution. *Proc. Natl. Acad. Sci. U. S. A.* **90**, 3745–3749 (1993).
9. Dai, J., Chen, D., Jones, R. A., Hurley, L. H. & Yang, D. NMR solution structure of the major G-quadruplex structure formed in the human BCL2 promoter region. *Nucleic Acids Res.* **34**, 5133–5144 (2006).
10. Biffi, G., Tannahill, D., McCafferty, J. & Balasubramanian, S. Quantitative visualization of DNA G-quadruplex structures in human cells. *Nat. Chem.* **5**, 182–186 (2013).
11. Zyner, K. G. et al. Genetic interactions of G-quadruplexes in humans. *Elife* **8**, e46793 (2019).

# Supplementary material for: Chemical profiling of DNA G-quadruplex-interacting proteins in live cells
**Source:** Nat Chem. 2021 Jun 28;13(7):626–33. doi: 10.1038/s41557-021-00736-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data reported in this study are available at the NCBI GEO repository under accession number GSE165124. Results from the proteomics analysis are included as Supplementary Data Set.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Validation

Commercial antibodies had been validated by the manufacturers. Binding affinity and specificity of BG4 for G4 structures were confirmed by standard ELISA.

## Eukaryotic cell lines

### Policy information about cell lines

## Cell line source(s)

Human embryonic kidney HEK293T cells (ATCC, CRL-3216) were provided by the CRUK Cambridge Institute Biorepository Core Facility. Human chronic myelogenous leukemia K562 cells (CCL-243) were purchased from ATCC.

## Authentication

Short tandem repeat (STR) profiling was used to distinguish between individual human cell lines and rule out intra-species contamination performed by the CRUK Cambridge Institute Biorepository Core Facility.

## Mycoplasma contamination

Cells were tested mycoplasma-free based on RNA-capture ELISA performed by the CRUK Cambridge Institute Biorepository Core Facility.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

The data reported in this paper are available at the NCBI GEO repository under accession number GSE165124. The BG4 ChIP-seq data were generated in a previous study and are available under accession number GSE107690.

## Files in database submission

K562\_Rep1\_Input\_SLX-19726.NEBi708\_NEBi508.HLVFVBGXG.s\_1.r\_1.fq.gz  
 K562\_Rep1\_SMARCA4\_SLX-19726.NEBi709\_NEBi502.HLVFVBGXG.s\_1.r\_1.fq.gz  
 K562\_Rep2\_Input\_SLX-19727.NEBi701\_NEBi501.HNL5GBGXG.s\_1.r\_1.fq.gz  
 K562\_Rep2\_SMARCA4\_SLX-19727.NEBi707\_NEBi507.HNL5GBGXG.s\_1.r\_1.fq.gz  
 K562\_Rep3\_Input\_SLX-19727.NEBi702\_NEBi502.HNL5GBGXG.s\_1.r\_1.fq.gz  
 K562\_Rep3\_SMARCA4\_SLX-19727.NEBi708\_NEBi508.HNL5GBGXG.s\_1.r\_1.fq.gz  
 K562\_SMARCA4\_rep1-3\_mult.2of3.bed

Genome browser session  
(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

## Replicates

Shared peaks for SMARCA4 ChIP-seq replicates are shown in Supplementary Fig. 5a.

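The high-confidence list draws on replicates of unequal size. The paper's peak counts are 21487, 27356 and 40707 for replicates 1, 2 and 3. The 28265 regions of the list outnumber the peaks of replicate 1 by 6778 and those of replicate 2 by 909. If each peak of a replicate gives at most 1 region, at least 6778 regions therefore rest on replicates 2 and 3. Which replicates support a given region is not recorded in the list.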

## Sequencing depth

ChIP-seq was performed in single-end mode with 75-bp read length. In accordance with ENCODE guidelines for TF and narrow-peak histone ChIP-seq experiments, we aimed for >30 Mio usable fragments per library.  
 K562\_Rep1\_Input\_SLX-19726.NEBi708\_NEBi508.bam 42,432,209  
 K562\_Rep1\_SMARCA4\_SLX-19726.NEBi709\_NEBi502.bam 46,790,214  
 K562\_Rep2\_Input\_SLX-19727.NEBi701\_NEBi501.bam 31,733,009  
 K562\_Rep2\_SMARCA4\_SLX-19727.NEBi707\_NEBi507.bam 49,046,604  
 K562\_Rep3\_Input\_SLX-19727.NEBi702\_NEBi502.bam 80,095,823  
 K562\_Rep3\_SMARCA4\_SLX-19727.NEBi708\_NEBi508.bam 41,693,339

## Antibodies

Per replicate we employed 5 µg of ChIP-grade antibody against SMARCA4 (abcam, ab110641)

## Peak calling parameters

macs2 callpeak --name ../macs2\_output/\${f%%.nodup.bam}.nodup.q005.all -t \$f -c Input.nodup.bam --format=BAM --gsize 'hs' --bw=300 --qvalue 0.05

## Data quality

(see also Supplementary Fig. 5a)  
 Individual peak numbers for qvalue <0.05:  
 21,487 Rep1\_SMARCA4  
 27,356 Rep2\_SMARCA4  
 40,707 Rep3\_SMARCA4

## Software

The following tools were used for ChIP-seq analysis: cutadapt (v 1.16), BWA (v 0.7.15), Picard (v 2.14.0), MACS2 (v 2.1.1), bedtools (v 2.26.0), samtools (v 1.6) and deepTools (v 3.1.2).

How the deposited data were processed for this re-analysis (not part of the article)

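SMARCA4 ChIP-seq in K562 cells was analysed from the peak list that the authors deposited, for 3 ChIP libraries and 3 input libraries of 75-base single-end reads. The authors trimmed the reads with cutadapt 1.16, aligned them to hg19 with BWA 0.7.15, marked duplicates with Picard 2.14.0 and removed them with SAMtools 1.6, and called peaks per replicate with MACS2 2.1.1 at a q-value threshold of 0.05. Regions found in at least 2 of the 3 replicates were kept with bedtools 2.26.0. The deposited values are the chromosome, start and end of each region in bp, in 3 columns, with no score, height or value per replicate. The depth of the libraries is known only as the paper reports it, and the precision of each share is given by the number of regions or motifs counted, as a 95% Wilson interval. These intervals cover counting error only, and regions are not independent replicates.

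The sequence of hg19 and the GENCODE annotation of the same build (254376 transcripts, of which 89204 are protein-coding) were used with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. A G4 motif was defined as 4 runs of at least 3 guanines with loops of 1 to 7 bases, on either strand, with non-overlapping matches. Random placement kept each peak's width and chromosome, avoided assembly gaps and was repeated 1000 times with a fixed seed. Tests against placement are permutation tests of the positions of the peaks, or of the sites, over the positions named. They were one-sided, towards the side on which the observed value lay. On simulated random regions, where nothing differs, this rule gave a p under the threshold of 0.05 in 7% of 400 tests. The simulations used fewer regions and fewer placements than the tests reported here, whose rate can be higher. GC-matched placement drew positions from 57170711 windows of 400 bp in classes of 2 percentage points and did not keep the chromosome. It did not leave out the SMARCA4 peaks, and the smallest class used held 412 windows. Odds ratios carry Woolf confidence intervals, and stratified odds ratios are Mantel-Haenszel estimates over classes of 2 percentage points of GC content. Where a Fisher p was too small for double precision, the log10 of the one-sided hypergeometric tail is given.

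The statistics were tested on simulated data. Interval arithmetic gave 0 wrong answers in 2000 comparisons with a brute-force count, and 200 of 200 planted motifs were found on each strand. A planted share of 30% of 2000 regions upstream of a TSS was recovered as 30.4%. With an association made through GC content alone, the stratified interval held 1 in 94 of 100 simulations. In these simulations the class did not itself change the GC content, as a G4 motif does.

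The tests, the list of motifs, the rule for naming genes and the alternatives were fixed before the data were examined, except where the text says that a choice was made later. By this rule 15 genes come from the paper, being those that Fig. 5a names, the candidate proteins tested by affinity enrichment and the genes that the G4 oligonucleotides are named after. The rule also names the genes at the 5 widest peaks, which only the data could identify. The alternatives were peaks of at least 200 bp, peaks at most 500 bp apart merged, autosomes only, other site widths and placements, other rules for assigning features, motif loops of up to 12 bases, and motifs counted in the whole peak or its centre. Whether 75-base reads map to 1 place was measured with minimap2 2.31-r1302 on reads cut every 25 bases from the sequence, counted as unique at a mapping quality of at least 10. The endogenous G4 sites, the signal tracks and the proteomics and ELISA measurements were not analysed here.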

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

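The search for this sequence followed a look through several patterns in the peaks (short sequences, histone genes, density per chromosome and promoters without peaks), and the tests against random placement and against placement near a TSS were chosen after related results had been seen.

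The paper does not discuss tRNA genes. The sequence GGTTCGANTCC, the B box inside the promoters of tRNA genes (N is any base), was found within 100 bp of 128 SMARCA4 peaks, which is 0.453% of the list (95% Wilson confidence interval 0.381 to 0.538%). They are part of the peaks that the paper analyses as a whole, and 27.3% of them held a G4 motif. They had a median width of 756 bp, against 368 bp for all peaks, and 45.3% of them overlapped the 1 kb upstream of a TSS, against 44.8% of all peaks. On chromosome 6, between 26 and 29 Mb, 41 of 281 peaks held the sequence.

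Chance, GC content and nearness to a TSS each fell short of this number. Random placement within the chromosome gave a mean of 9.47 regions with the sequence and at most 23, GC-matched placement a mean of 27.6 and at most 49, and placement within 1 kb of a TSS a mean of 21.1 and at most 36 (p = 0.001 in each of these one-sided permutation tests, the smallest value possible). Reads shared between copies of tRNA genes are also argued against, since 101 of the 128 peaks lay where at least 95% of 75-base reads map to 1 place, against a mean of 7.20 such regions and at most 15 in 100 random placements. Of the 1180 occurrences in the genome, 143 lay in or within 100 bp of a peak. A hypothesis is that SMARCA4 may occupy tRNA genes in K562. The sequence was not matched to annotated tRNA genes, signal in the input libraries was not analysed here, and a general excess of ChIP signal at highly accessible sites stays open. The design has 1 condition, so no biological explanation was tested.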

How the results depend on the processing

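No paired analysis was possible because the deposited list pools the 3 replicates and carries no value per replicate. For the same reason no result was recomputed without each replicate in turn.

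Across the alternatives, 127 recomputed values kept their direction and their side of the threshold where a test was made, though not always their size. Among these, the odds ratio of holding a G4 motif for peaks upstream of a TSS against other peaks left its interval (5.76 to 6.54). It was 8.60 for merged peaks and 4.61 with the motif in the central 200 bp. The odds ratio of lying inside a peak for genomic G4 motifs upstream of a TSS against other motifs left its interval too (15.3 to 16.6). It was 21.8 with 1 kb on either side of a TSS. Odds ratios of the motif list also changed in size, and that of GGGCGG was 15.0 in the whole peak against 7.84. Widths, counts and shares without a test stayed within their interval or, for counts, within 1.5 times the first count. The number of peaks, 28265, was 23634 for peaks of at least 200 bp, 24174 for merged peaks and 27664 on autosomes. The 6 peaks in the windows of Fig. 5a became 5 when merged, and 11 of the 15 genes taken from the paper had a peak within 1 kb in each peak set; the alternatives for these windows and genes were added after the data had been seen. The excess of the paper's overlap over chance stayed past the threshold in all 5 alternatives, from 18.6-fold to 142-fold. None of them matched the sites on open chromatin or on GC content. The paper's 7565 overlapping sites were held fixed, and only the chance overlap was recomputed. The alternatives that change the set of peaks therefore could not test the excess itself. The upstream class stayed above random placement in all 9 alternatives, with 22.0 to 51.0% of the peaks, and the intron and intergenic classes stayed below it, the latter with up to 33.9%. The 5'-UTR share reached 5.22% with canonical transcripts and the midpoint. The median distance of G4 motifs from the peak centre was 184 to 192 bp, below random placement in all 4 alternatives.

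The share of peaks with a G4 motif depended on the placement it was set against. It was 4.35-fold above random placement within the chromosome and 2.00-fold above placement within 1 kb of a TSS, but 1.01-fold above placement matched on GC content (p = 0.215, permutation test), no longer past the threshold. The excess thus went with GC content, although matched positions could fall in the peaks, which brings the shares closer together.

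Among the genomic features, the exon class, below random placement at 5.36%, lay above it when the midpoint assigned the peak (5.26%), when at least 50% of the peak had to lie in the feature (4.55%) and with TSSs of protein-coding transcripts (10.5%). The 5'-UTR class, above random placement at 1.02%, lay below it with 1 kb on either side of a TSS (0.198%). The class within 1 kb downstream of a transcription end site passed the threshold with the midpoint (1.27%), with at least 50% of the peak (1.32%) and with 1 kb on either side of a TSS (1.02%). With one canonical protein-coding transcript per gene, an alternative chosen after seeing the values, the exon (4.02%) and 3'-UTR (1.21%) classes no longer passed the threshold and the downstream class (1.02%) did. With the midpoint as well, also chosen after seeing the values, the exon class (3.22%) lay above random placement, the 3'-UTR class (1.25%) did not pass the threshold and the downstream class (1.10%) did. The cause was not tested. The adjusted p of the downstream class with the midpoint, 0.0360, and with 1 kb on either side of a TSS, 0.0380, are close to the threshold, which random regions passed in 7% of simulated tests. The simulations used fewer placements, so the rate of the tests here can be higher.

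Apart from the odds ratios named above, values without a test moved beyond their interval as follows. The median width became 426 bp for peaks of at least 200 bp and 421 bp for merged peaks. The covered share of the genome became 0.435%, 0.484% and 0.449% for peaks of at least 200 bp, merged peaks and autosomes only. The share of genomic G4 motifs inside a peak became 2.92%, 3.38% and 3.12% in the same order, and 2.83% with loops of up to 12 bases. Changes in the set of peaks move these values by construction.

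Of the motif list, 9 of 10 motifs passed the threshold under each of the 4 alternatives, but not the same 9. Counted in the whole peak, the CTCF motif no longer differed (odds ratio 0.938), the ETS motif did (1.87), and the E-box motif CAGCTG turned from less to more frequent in peaks with a G4 motif (odds ratio 1.52). Whole-peak counts do not hold peak width equal, as counts in the central 200 bp do. A G4 motif was in 26.2% of peaks of at least 200 bp, against 23.2% of all peaks. These shifts can therefore follow from width, which was not tested. The depth of the libraries limits which regions were called, and the list gives no way to measure that limit.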

Differences from the paper's values

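The number of high-confidence peaks was 28265, as in the paper. The shares of SMARCA4 peaks per genomic feature differed from the source data of Fig. 5d in 5 of 7 features.

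Within 1 kb upstream of a TSS lay 44.8% of the peaks, against the paper's 15.4%. None of the alternatives set before the data were examined closed this gap, the nearest being TSSs of protein-coding transcripts with 36.1%. With one canonical protein-coding transcript per gene the share was 30.2%, and with the peak's midpoint as well it was 22.0%, within 1.5 times the paper's value, both settings chosen after seeing the values.

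In 5'-UTRs lay 1.02% of the peaks, against the paper's 8.7%, and none of the alternatives set before the data were examined closed the gap. The settings chosen after seeing the values gave 1.73% and 5.22%, without closing it.

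In exons lay 5.36%, against the paper's 3.3%. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's with at least 50% of the peak inside the feature (4.55%) and with 1 kb on either side of a TSS (3.28%), and not with the others. The canonical transcripts, chosen after seeing the values, gave 4.02%, and 3.22% with the midpoint.

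In 3'-UTRs lay 0.559%, against the paper's 1.7%, and none of the alternatives set before the data were examined closed the gap. The canonical transcripts, chosen after seeing the values, gave 1.21%, and 1.25% with the midpoint, both within 1.5 times the paper's value.

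In intergenic regions lay 16.1%, against the paper's 33.2%, and none of the alternatives set before the data were examined closed the gap. The canonical transcripts, chosen after seeing the values, gave 33.2%, and 33.9% with the midpoint.

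In the paper's source data introns form the largest class of SMARCA4 peaks, whereas here the class upstream of a TSS was the largest, with 44.8% against 31.0% in introns. With canonical transcripts and the midpoint, a setting chosen after seeing the values, intergenic regions were the largest class with 33.9%, and with canonical transcripts alone, also chosen after seeing the values, they were the largest with 33.2%.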

Other observations

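The tests on narrow regions and on the arrangement of promoters, the choice of ZNF genes and the split by chromosome 19 were chosen after the result had been seen.

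The excess of G4 motifs in SMARCA4 peaks over random positions went together with GC content. The share of peaks with a motif was 1.01-fold that of GC-matched positions (p = 0.215, one-sided permutation test), so GC content is a candidate explanation for the excess. Nearness to a TSS alone falls short, since the share stayed 2.00-fold above placement within 1 kb of a TSS (p = 0.001, permutation test, the smallest value possible). GC content itself is part of what makes a G4 motif, so this comparison does not separate G4-forming sequence from GC-rich sequence. Matched positions could also fall in the peaks, which brings the shares closer together. For the lower frequency of the GATA motif in peaks with a G4 motif, the stratified odds ratio was 0.922 (interval 0.838 to 1.01). The interval holds 1, so GC content is a candidate explanation here as well. A G4 motif in the counted sequence itself adds G and C bases, however. At equal GC content the rest of that sequence then holds more A and T, so stratification can hide a lower GATA frequency.

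Against 20 GC-matched draws, several motifs of the list were enriched in the peaks as a whole. The GATA motif was in 40.2% of the peaks and 18.8% of matched positions (2.14-fold), the AP-1 motif in 12.3% and 2.70% (4.57-fold), the CTCF motif in 2.18% and 0.496% (4.39-fold), the ETS motif in 1.98% and 0.332% (5.97-fold), and the NRF1 motif in 0.502% and 0.0872% (5.76-fold). GGGCGG was in 30.1% and 20.7% (1.45-fold) and runs of 5 guanines in 43.0% and 40.9% (1.05-fold). The RUNX motif was in 1.66% and 1.07% (1.55-fold) and the E-box motif in 14.1% and 12.5% (1.13-fold). The run of A bases went the other way, with 6.53% of the peaks and 7.15% of matched positions (0.913-fold). Against random placement the order was another, with 46.6-fold for the NRF1 motif, 19.1-fold for the ETS motif, 9.10-fold for the CTCF motif, 8.78-fold for GGGCGG, 4.00-fold for the AP-1 motif, 2.37-fold for runs of 5 guanines and 1.16-fold for the GATA motif (34.7% of random positions). The E-box motif was 1.13-fold over matched positions and 1.96-fold over random ones. The RUNX motif lay above matched positions (1.55-fold) but below random ones (0.946-fold). Runs of A bases lay below both, at 0.913-fold and 0.539-fold. These are descriptions without a test.

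The list holds 1094 regions narrower than 100 bp, of which 10 are 1 bp wide, although the chromatin was sheared to an average of 150 to 400 bp. Of the narrow regions 746 (68.2%, 95% Wilson confidence interval 65.4 to 70.9%) lay within 500 bp of another region, against 24.2% of the wider ones (odds ratio 6.72, interval 5.90 to 7.66, Fisher's exact test p = 2.32e-197). This is consistent with pieces of replicate peaks that overlap only in part and were kept as separate regions. The peaks of single replicates were not analysed here, so other origins stay open. No biological explanation was tested.

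A peak lay within 1 kb of the annotated 5' end of 6497 of 10480 protein-coding genes with a CpG-rich promoter (62.0%, interval 61.1 to 62.9%) and of 2029 of 9682 others (21.0%, interval 20.2 to 21.8%). CpG-rich promoters without a peak stood in runs. There were 19 runs of at least 10 such neighbours, against a mean of 2.13 and a maximum of 6 when the peaks were shuffled 1000 times among the CpG-rich promoters of each chromosome (p = 0.001, permutation test, the smallest value possible). The longest, of 18 promoters, was not longer than the longest that shuffling gave, 27. It runs from SCUBE1 to WNT7B on chromosome 22, from 43739378 to 46373042. Others lie at ZNF17 to ZNF552 on chromosome 19 (17 promoters, 14 of them ZNF genes), at the end of the X chromosome from PPP2R3B to WWC3 (16 promoters), from IGFBPL1 to FOXD4L3 on chromosome 9 (14 promoters) and from EDRF1 to EBF3 on chromosome 10 (13 promoters). These runs were picked out after their values were seen. Chance arrangement is argued against for promoters taken as independent. Neighbours with nearby 5' ends can share a peak or its absence, which shuffling did not allow for. Reads shared between duplicated copies do not account for the runs as a whole, since among the 9471 CpG-rich promoters where at least 95% of 75-base reads map to 1 place there were 14 runs of at least 10, against a mean of 1.30 and a maximum of 6 in shuffles (p = 0.001, permutation test, the smallest value possible). For the run on chromosome 9 they stay open, as 2 of its 14 promoters have such reads. Regional silencing, lost copies of a region in K562 and reads shared between the X and Y chromosomes stay open as untested, the last because the Y copy of the shared region at the end of X is masked in the sequence that reads were mapped to.

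Since ZNF genes filled some of these runs, a hypothesis was that their promoters lack SMARCA4 peaks in general. Over all chromosomes 177 of 316 CpG-rich ZNF promoters held a peak (56.0%), against 62.2% of others (odds ratio 0.775, interval 0.618 to 0.971, two-sided Fisher's exact test p = 0.0293). GC content does not account for the difference, as the odds ratio within GC classes was 0.749, nor do reads shared between paralogs, as it was 0.759 among promoters where at least 95% of 75-base reads map to 1 place. The hypothesis did not hold in general, however. On chromosome 19 the share was 41.0% against 78.0% (odds ratio 0.196, p = 9.88e-17, Fisher's exact test), whereas on all other chromosomes it was 67.8% against 61.2% (odds ratio 1.34, interval 0.973 to 1.84, p = 0.0737, same test), and the odds ratios differed (p = 6.33e-14, normal approximation of the difference of log odds ratios). The lack of peaks may thus belong to the clusters on chromosome 19.

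Of the 15 genes taken from the paper 11 had a peak within 1 kb of an annotated TSS. The exceptions were CD14, with the nearest peak 4632 bp away, BCL2 (46983 bp), KIT (68483 bp) and DDX24 (718537 bp). The TSS of SMARCA4 itself lay inside a peak of 1058 bp on chromosome 19, from 11071048 to 11072105, that holds 1 G4 motif. The peaks at MYC, RBM22, TTF2 and DDX1 held no motif. The widest peak, of 10019 bp on chromosome 11 from 65186076 to 65196094, overlaps the lncRNA gene NEAT1. It is followed by peaks of 5970 bp at BRD2 and HLA-DMA on chromosome 6, 4960 bp at FTL and GYS1, 4895 bp at PPP1R15A and 4443 bp at JUND, the last of these on chromosome 19 as are those at FTL and PPP1R15A.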
